# Antidyskinetic Effects of MEK Inhibitor Are Associated with Multiple Neurochemical Alterations in the Striatum of Hemiparkinsonian Rats

**DOI:** 10.3389/fnins.2017.00112

**Published:** 2017-03-09

**Authors:** Guiqin Chen, Shuke Nie, Chao Han, Kai Ma, Yan Xu, Zhentao Zhang, Stella M. Papa, Xuebing Cao

**Keywords:** Parkinson's disease, L-DOPA-induced dyskinesia, p-ERK1/2, ΔFosB, TH, ARNT, PD98059, microarray

## Abstract

L-DOPA-induced dyskinesia (LID) represents one of the major problems of the long-term therapy of patients with Parkinson's disease (PD). Although, the pathophysiologic mechanisms underlying LID are not completely understood, activation of the extracellular signal regulated kinase (ERK) is recognized to play a key role. ERK is phosphorylated by mitogen-activated protein kinase kinase (MEK), and thus MEK inhibitor can prevent ERK activation. Here the effect of the MEK inhibitor PD98059 on LID and the associated molecular changes were examined. Rats with unilateral 6-OHDA lesions of the nigrostriatal pathway received daily L-DOPA treatment for 3 weeks, and abnormal involuntary movements (AIMs) were assessed every other day. PD98059 was injected in the lateral ventricle daily for 12 days starting from day 10 of L-DOPA treatment. Striatal molecular markers of LID were analyzed together with gene regulation using microarray. The administration of PD98059 significantly reduced AIMs. In addition, ERK activation and other associated molecular changes including ΔFosB were reversed in rats treated with the MEK inhibitor. PD98059 induced significant up-regulation of 418 transcripts and down-regulation of 378 transcripts in the striatum. Tyrosine hydroxylase (*Th*) and aryl hydrocarbon receptor nuclear translocator (*Arnt*) genes were down-regulated in lesioned animals and up-regulated in L-DOPA-treated animals. Analysis of protein levels showed that PD98059 reduced the striatal TH. These results support the association of p-ERK1/2, ΔFosB, p-H3 to the regulation of TH and ARNT in the mechanisms of LID, and pinpoint other gene regulatory changes, thus providing clues for identifying new targets for LID therapy.

## Introduction

L-DOPA-induced dyskinesia (LID) that are associated with chronic dopamine replacement therapy still represent one of the major problems in the management of patients with Parkinson's disease. Accumulating evidence manifests that overly sensitized dopamine D1 receptor transmission and its downstream signaling pathway play a key role in the mechanisms of LID (Gerfen et al., 2002; Westin et al., 2007; Darmopil et al., 2009; Feyder et al., 2011). Several postsynaptic signaling molecules are involved in this pathway, including phospho-Thr34-DARPP-32 (p-DARPP32), phosphorylated extracellular signal-regulated kinase 1/2 (p-ERK1/2), ΔFosB, and phospho-Ser10-histone H3 (p-H3) (Hakansson et al., 2004; Pavon et al., 2006; Santini et al., 2007; Cao et al., 2010; Du et al., 2015; Potts et al., 2015). In animal models of PD, striatal overactivation of these neurochemicals characterizes the molecular profile of the supersensitive response underlying dyskinetic behaviors. P-ERK1/2 and dopamine D1 receptor, are implicated in various forms of synaptic plasticity, particularly in late long-term potentiation (LTP) and thereby in cocaine addiction, learning and memory (Kelleher et al., 2004a,b; Granado et al., 2008; Borkar et al., 2013; Cahill et al., 2014; Suarez et al., 2014). The dopamine D1 receptor signaling pathway is associated with overactivation of ERK1/2 in rodent models of LID (Westin et al., 2007; Darmopil et al., 2009; Feyder et al., 2011). The phosphorylation level of ERK1/2 can be increased by D1 agonists (and decreased by D1 antagonists) in the striatum of rats with 6-hydroxydopamine (6-OHDA) lesions (Gerfen et al., 2002; Santini et al., 2009a) and even in intact animals (Gangarossa et al., 2013). ERK1/2 was also found to be the downstream signaling of the cAMP/PKA/DARPP-32 pathway in animal models of LID, although studies have been inconsistent (Santini et al., 2007; Dupre, 2008; Gerfen et al., 2008; Lebel et al., 2010). In addition, ERK1/2 appears to activate the mammalian target of rapamycin complex 1 (mTORC1) (Roux et al., 2007; Carriere et al., 2008) that is a critical regulator of mRNA translation especially in relation to long-lasting synaptic plasticity and memory (Costa-Mattioli et al., 2009). Persistent activation of mTORC1 mediated by ERK1/2-D1 receptor stimulation has been found in the striatum of a mouse LID model (Santini et al., 2009b). Rapamycin and CCI-779, the inhibitor of mTOR, modify mTORC1 targets and can reduce abnormal involuntary movements (AIMs) in rodents (Santini et al., 2009b; Decressac and Björklund, 2013).

Other established molecular hallmark of LID is ΔFosB, a truncated isoform of FosB, that is a chronic transcription factor. ΔFosB possesses unique stability properties compared with all other Fos family members (Andersson et al., 1999, 2003; Cenci, 2002; Cao et al., 2010). Chronic L-DOPA treatment induces FosB/ΔFosB accumulation in the striatum that may result not only in dyskinesia but also an insensitive response to L-DOPA (Engeln et al., 2016). Furthermore, alternative inactivation of FosB-ΔFosB-expressing neurons in the striatum attenuates LID (Doo et al., 2014; Engeln et al., 2016). Another important marker is p-H3 whose posttranslational modification is induced by L-DOPA (Santini et al., 2007, 2009a). P-H3 is co-expressed with dynorphin in striatal neurons, and thus, its changes may associate with the transcriptional alterations underlying LID (Darmopil et al., 2009).

We aimed at reducing the phosphorylation of ERK1/2 to examine its role in the regulation of other biomarkers of LID and associated transcriptional changes. We used the MEK inhibitor PD98059 and whole transcriptome analysis using microarray analysis in rats with unilateral 6-OHDA lesions and chronic exposure to L-DOPA treatment. In line with previous work (Santini et al., 2007), PD98059 prevented the phosphorylation of ERK1/2 and histone H3, and reduced the abnormal accumulation of ΔFosB. Also, the inhibitor showed a powerful effect of counteracting AIMs. Importantly, numerous genes were regulated in association with AIMs. We focused on the function of the following genes, tyrosine hydroxylase (Th) and aryl hydrocarbon receptor nuclear translocator (*Arnt*), which regulates *Th* (Teh et al., 2007). The administration of PD98059 neutralized the L-DOPA-induced changes in Arnt and Th levels. These results provide evidence for a significant interplay between LID biomarkers (p-ERK1/2, ΔFosB, p-H3) and the regulation of striatal *Th* and *Arnt* genes in the pathophysiology of LID development. The analysis of the transcriptome may also provide clues for identifying further genes that are involved in LID mechanisms.

## Materials and methods

### Animals

Adult, male *Sprague–Dawley* rats (Beijing HFK Bioscience Co., Ltd., China) weighing 230–250 g (7 weeks old) were housed with free access to food and water, 12 h light/dark cycle, constant temperature and humidity. Animal use and care were conformed to the Guidelines of Laboratory Animals Ethics of Tongji Medical College, Huazhong University of Science and Technology. The protocol was approved by the Ethics Committee of Huazhong University of Science and Technology.

### Drugs

6-OHDA (2 μg/μl) and apomorphine hydrochloride (0.1 μg/μl) were dissolved in saline with 0.02% ascorbic acid, and L-DOPA methyl ester and benserazide (12 and 6 mg/kg) were dissolved in saline immediately before use (Sigma-Aldrich). PD98059 (Calbiochem) was dissolved in 20% DMSO, 10% Tween80, and diluted to 0.4 μg/μl with saline (Miller and Marshall, 2005). Both isoflurane and pentobarbital were purchased from Sigma-Aldrich.

### 6-OHDA lesion and cannula implantation

Rats were deeply anesthetized with isoflurane (induction 3%, maintenance 1.5%) in oxygen and mounted on the stereotaxic frame. A temperature controller system was used to maintain body temperature at 37°C. 6-OHDA (2 μg/μl, 4 μl) was injected into the right medial forebrain bundle through a 10-μl microsyringe at a rate of 0.5 μl/min at the following stereotactic coordinates: relative to bregma, −4.4 mm anterior (A), +1.5 mm lateral (R), and 7.8 mm deepness (D) (Lindgren et al., 2009). In 33 rats, a guide cannula connected to a microinjection system (RWD Life Science Co., Ltd) was implanted to the right lateral ventricle (A −0.7 mm, R +1.5 mm, D 4.0 mm) according to atlas of Paxinos and Watson (2005) and secured to the skull with dental cement. The efficacy of the dopaminergic lesion was tested by measuring contralateral turning behavior with an acute subthreshold dose of apomorphine (0.05 mg/kg s.c.) 2 weeks post-surgery. Only rats exhibiting more than 200 turns contralateral to the lesion side in 30 min were considered to be compatible with the model of full lesion, and were chosen for further study (Boldry et al., 1995). TH staining revealed also a complete lesion of substantia nigra (SN) ipsilateral to the lesion (see Figure 1).

**Figure 1:**
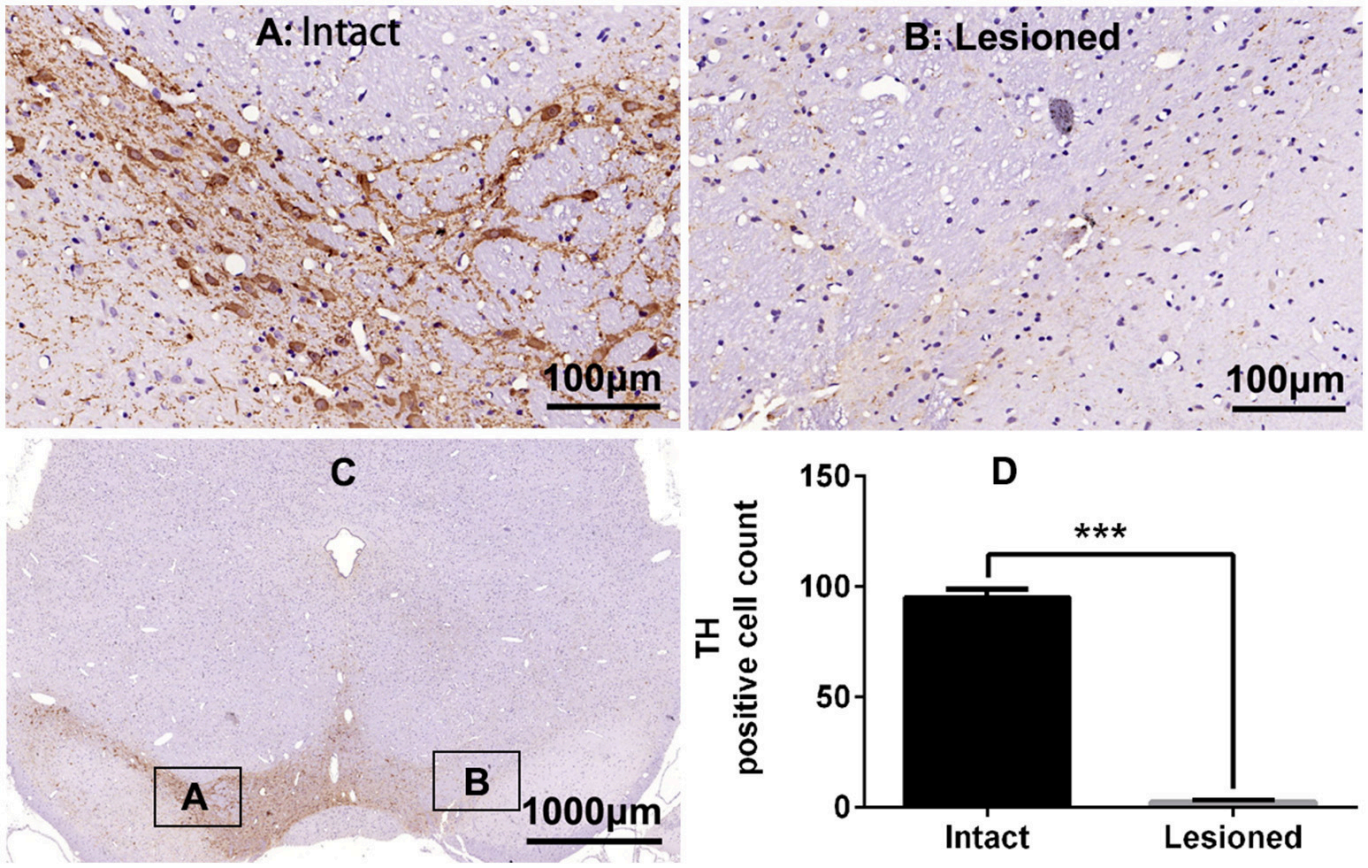
**Tyrosine hydroxylase (TH) immunostaining in substantia nigra (SN) in the rat 6-OHDA lesion model. (A,B,D)** Analysis of differences in TH positive cell counts in SN of the intact and lesioned side. ^***^p < 0.001 (*t*-test, *N* = 4/group). Scale bar is 100 μm. Error bars represent SEM. **(C)** Integral field-vision of the SN with TH immunostaining. The boxes indicate the SN in which positive neurons are counted (an area of 0.2 mm^2^).

### Drugs treatment and behavioral assessment

Three days after apomorphine screening (Figure 2A), 45 successful hemiparkinsonian rats received intraperitoneal injections of L-DOPA plus benserazide (12/6 mg/kg) once daily. L-DOPA-induced AIMs were recorded every other day. Rats were observed for 1 min every 35 min intervals for a total of 140 min following L-DOPA treatment. AIMs were evaluated using the validated AIMs scale. Orofacial, limb, and axial dyskinesia were graded from score 0 to 4: 0 = absent; 1 = occasional, present during less than half min; 2 = frequent, present during more than half min; 3 = continuous but interrupted by strong sensory distraction; 4 = continuous, not interrupted by strong sensory distraction (Winkler et al., 2002; Lundblad et al., 2004). The total of axial, limb and orofacial dyskinesia was also named ALO dyskinesia and the maximum ALO dyskinesia score in each session was 48. Rotation (contralateral turns) test was performed as before (Breger et al., 2013) at day 1, 4, 12, 16, and 20, and only turns of completed 360° were counted.

**Figure 2:**
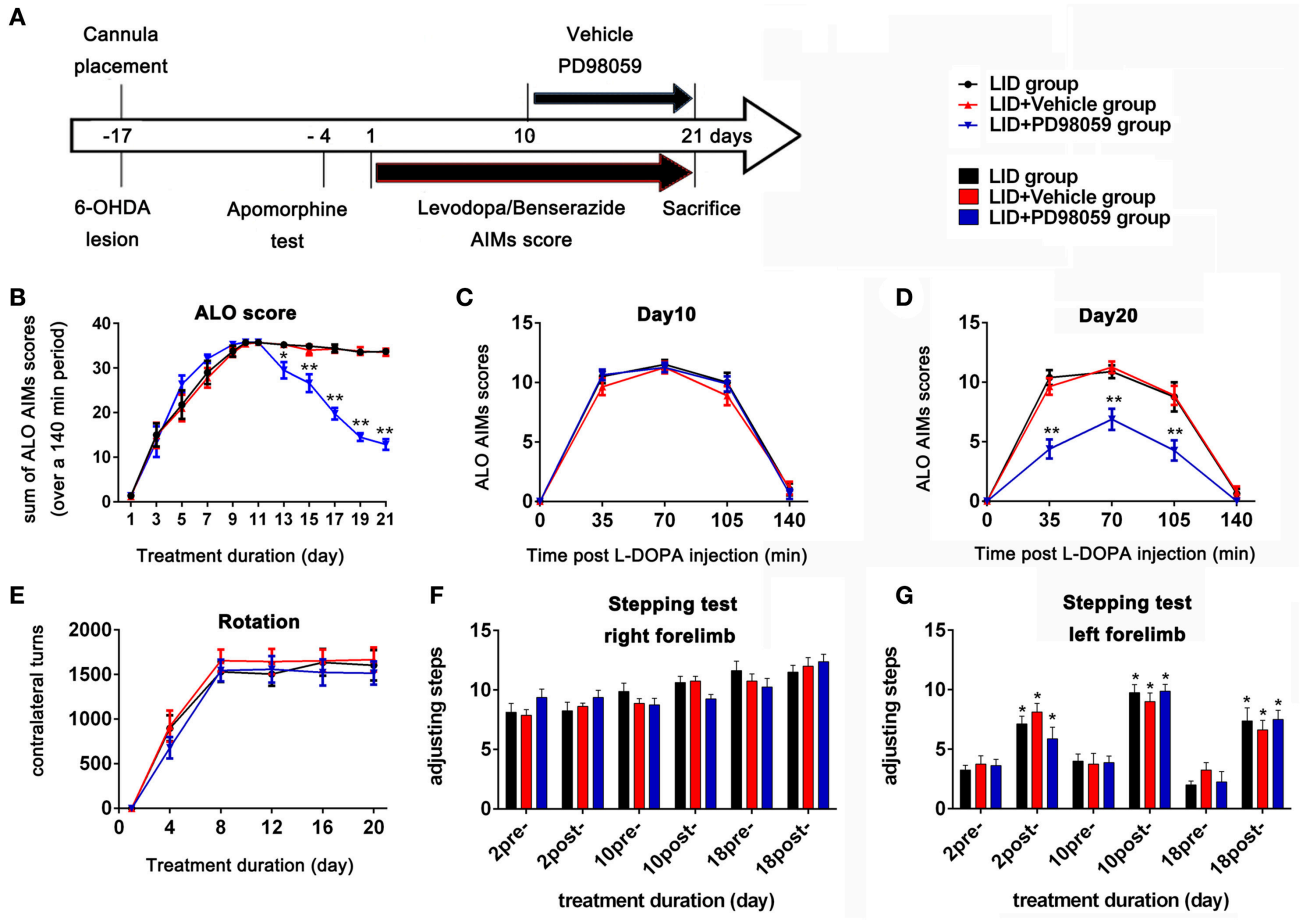
**Experimental design and behavior changes induced by different treatment. (A)** Timeline of experiments Studies began with cannula placement into the lateral ventricle and 6-OHDA lesions of MFB followed by apomorphine test identifying rats with complete lesions. The bottom arrow shows the timeline for all groups of chronic treatment with L-DOPA methyl ester (12 mg/Kg) plus benserazide (6 mg/Kg) once daily. Behavioral assessment was done every other day. The upper arrow shows the daily lateral ventricle infusion with vehicle or PD98059 half hour before L-DOPA injection. All animals were sacrificed on day 21 for further studies (*N* = 14/group). **(B–E)** Effect of PD98059 on AIMs in 6-OHDA-lesioned rats **(B)**. ALO (total of axial, limb, and orofacial) AIMs scores that were obtained every 35 min over 140 min following the L-DOPA injection every other day. **(C,D)** Total ALO AIMs scores within 140 min sessions following drug administration on day 10 **(C)** and 20 **(D)**. **(E)** Contralateral turns that were counted on days 1, 4, 8, 12, 16, and 20. **(F,G)** Stepping tests scores 15 min before (pre-) and after (post-) L-DOPA administration on day 2, 10, and 18. ^*^p < 0.05, ^**^p < 0.01 in **(B–E)**, LID + PD98059 vs. LID + Vehicle, ^*^p < 0.05 in **(F,G)**, post-L-DOPA vs. pre-L-DOPA administration (one-way ANOVAs followed by Tukey HSD and LSD *post-hoc* test). Error bars represent SEM.

From day 10, 42 rats with complete dyskinesia (ALO AIMs score = 12 at 70 min after L-DOPA) were divided into 3 groups: LID group, LID + PD98059 group, and LID + vehicle group. There was cannula implantation for each rat in the latter two groups. A volume of 3 μl PD98059 solution (0.4 μg/μl) or vehicle was infused into the right lateral ventricle over 6 min through the cannula connected to the microinjection system half hour before L-DOPA administration from day 10 to 21 (Figure 2A). The infusion needle was left in place for 2 min at the end of infusion for drug diffusion. Normal rats with sham operation and hemiparkinsonian rats were chosen as normal group and PD group, respectively. There were 14 rats in each group.

The stepping test was carried out 15 min before (pre-) and after (post-) L-DOPA treatment as previously described (Pinna et al., 2007, 2010) on days 2, 10, and 18. Rats were moved on the surface of the table for 0.7 m in 4 s by the experimenter. The number of adjusting steps of left and right forelimbs in the forward directions was counted.

All behavioral tests were performed by a blinded examiner.

### Tissue preparation

At day 21, 4 h after the last L-DOPA treatment, 4 rats of each group (normal, PD, LID, LID + Vehicle, and LID + PD98059) were anesthetized with an overdose of pentobarbital and then perfused transcardially with saline followed by 4% ice-cold paraformaldehyde (PFA) in phosphate buffer (pH 7.4). Brain tissues were removed, post-fixed with 4% PFA overnight and 25% sucrose for 24 h. Then the fixed samples were embedded in paraffin for immunohistochemistry and immunofluorescence. Another 10 rats of each group were sacrificed by decapitation. Brain tissues were rapidly removed, dissected for striatum on powdered dry ice. Striatum from 4 of the 10 rats were immediately stored at −80°C until protein extraction for Western blotting analysis, and 6 of the 10 were incubated in RNAlater (Qiagen) at 4°C overnight and then stored at −80°C for further Microarray analysis (3 rats) and real-time quantitative PCR (3 rats).

### Western blotting

Brain tissues were homogenized with glass homogenizers in ice-cold enhanced RIPA lysis buffer, containing 50 mM Tris (pH 7.4), 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 5 mM EDTA, 2 mM Na3VO4, 1 mM PMSF, 10 mM NaF, and a complete set of protease inhibitors (Roche, USA). Lysates were centrifuged at 12,000 g at 4°C for 15 min and the protein concentrations were determined by a BCA assay kit (Pierce, Rockford). The resulting supernatant was added with 1% SDS loading buffer, and boiled for 10 min. Equal amounts of protein (some 40 μg) of each sample were separated on 10% SDS–polyacrylamide gel electrophoresis (SDS-PAGE), transferred for 90 min onto polyvinylidene fluoride (PVDF) membranes (Millipore, USA), blocked for 1 h at 25°C in 5% non-fat powdered milk dissolved in Tris-buffered saline containing 0.1% Tween 20 (TBST), and immunoblotted overnight at 4°C with primary antibodies. The following primary antibodies were deployed: rabbit polyclonal antibody anti-ΔFosB (1:500; Cell Signaling Technology; #9890), rabbit monoclonal antibody against p44/42 MAPK (ERK1/2; 1:1,000; Cell Signaling Technology; #4695), rabbit monoclonal antibody against phospho-p44/42 MAPK (p-ERK1/2; Thr202/Tyr204; 1:1,000; Cell Signaling Technology; #4370). The membranes were washed in TBST, incubated with horseradish peroxidase-conjugated goat anti-rabbit secondary antibody (1:5,000; GeneTex: GTX213110-01), and visualized with an ECL detection kit (Thermo Scientific). The membranes were stripped and incubated with rabbit polyclonal antibody against β-actin (1:1,000; AntGene; ANT010) as a loading control. Bands intensities were analyzed quantitatively by Gel Pro Analyzer version 6.0 (Media Cybernetics, Bethesda, MD, USA). Densitometry was represented as relative optical density. All Western blots were repeated not less than three times.

### Immunohistochemistry and immunofluorescence

The paraffin-embedded brain tissues were sectioned at thickness of 4 μm. SN and striatum sections were mounted on glass slides, deparaffinized by xylene for 15 min (2 times), dehydrated in graded ethanol solutions, baked in the basic antigen retrieval buffer (pH = 6.0), and washed with phosphate buffer (pH 7.4) for 5 min (3 times). After washing, sections were blocked with 3% Bovine Serum Albumin for 30 min at room temperature (RT), then incubated with diluted primary antibody in a humidified chamber overnight at 4°C overnight. The following primary antibodies were used: rabbit polyclonal antibody against FosB (1:100, sc-48, Santa Cruz, detecting FosB-ΔFosB) for the immunohistochemistry staining in striatum, rabbit polyclonal antibody against TH (1:750, ab112, Abcam) for the immunohistochemistry staining in SN. Then all sections were washed with phosphate buffer (pH 7.4) for 5 min (3 times), subsequently incubated with biotinylated goat anti-rabbit IgG at 37°C for 50 min, washed again as above, incubated with Horseradish peroxidase labeled streptavidin fluid at 37°C for 30 min, washed, followed by DAB solutions for 5 min, washed, counterstained with Harris hematoxylin for 3 min, dehydrated in graded ethanol solutions, and eventually cover slipped. Images were collected through an Olympus camera connected to the microscope at the same light intensity, and analyzed using Image-Pro Plus software by an independent experimenter blinded to the sections by counting the number of positive cells in the SN or dorsal striatum of the lesioned side (relative to bregma, A −4.5 mm for SN and A 0.6 mm for striatum sections, *N* = 4 sections for counting). TH staining in SN was used to estimate the extent of the dopaminergic lesion (shown in Figure 1).

Immunofluorescence staining shared a same procedure with immunohistochemistry staining before secondary antibodies incubation. Primary antibodies used in the double staining contained rabbit polyclonal antibody against FosB-ΔFosB (1:100, sc-48, Santa Cruz, detecting FosB-ΔFosB) and mouse monoclonal against p-H3 (1:200, Ab14955, Abcam). Primary antibodies used in the single staining contained mouse monoclonal antibody against HIF-1β (1:200, ab2771, Abcam, detecting ARNT) and rabbit polyclonal antibody against TH (1:750, ab112, Abcam). After being washed, sections were incubated in dark with an appropriately diluted Alexa 488- or Cyanine 3-coupled secondary antibodies for 50 min followed by DAPI (4′, 6-diamidino-2-phenylindole) dyeing nucleus for 10 min. Images were collected using laser confocal microscopy marked with image manipulation software, and analyzed using Image-Pro Plus software by an independent experimenter blinded to the sections by counting the number of positive cells in the dorsal striatum of the lesioned side (relative to bregma, A 0.6 mm for striatum sections, *N* = 4 sections for counting).

### Microarray

Samples (striatum of lesioned side) were sent to Shanghai biotechnology Corporation for whole transcriptome analysis using microarray. Total mRNA was extracted using TRIZOL Reagent (Cat#15596-018, Life technologies, Carlsbad, CA, US) according to the manufacturer's instructions. RNA integrity was evaluated with the Agilent Bioanalyzer 2,100 and RNA 6,000 Nano/Pico Kit (Agilent Technologies, Santa Clara, CA, US). Qualified total RNA was further purified by RNeasy micro kit (Cat#74004, QIAGEN, GmBH, Germany) and RNase-Free DNase Set (Cat#79254, QIAGEN, GmBH, Germany). Concentrations of extracted RNA were assessed with the Nanodrop spectrophotometer (Nanodrop Technologies). A total of 100–150 ng RNA per sample was reverse transcribed to double stranded cDNA and then transcribed into cRNA using the Genechip WT Expression Kit (Affymetrix). Second cycle was carried out following generation of cRNA in order to transform the cRNA into single-strand cDNA. The cDNA was fragmented and the Genechip WT Terminal Labeling Kit (Affymetrix) was used to label the single-stranded DNA with biotin. Samples were hybridized to an Affymetrix Genechip Rat Gene 2.0 ST Array Platform. Array hybridization and wash was performed using GeneChip® Hybridization, Wash and Stain Kit (Cat#900720, Affymetrix, Santa Clara, CA, US) in Hybridization Oven 645 (Cat#00-0331-220V, Affymetrix, Santa Clara, CA, US), and Fluidics Station 450 (Cat#00-0079, Affymetrix, Santa Clara, CA, US) according to the manufacturer's instructions. Slides were scanned by GeneChip® Scanner 3000 (Cat#00-00212, Affymetrix, Santa Clara, CA, US).

### Real-time quantitative PCR

Total mRNA was extracted and reversely transcribed using the same method as in microarray. Quantification of mRNAs was performed by real-time PCR using Agilent-Stratagene Mx3000P Q-PCR System. The following primers (Invitrogen) were used: *Th* forward, 5′-GACATTGGACTTGCATCTCTG-3′, and *Th* reverse, 5′-GCTGGTAGGTTTGATCTTGGT-3′; *Arnt* forward, 5′-GAACCGAGAATGGCTGTGGATG-3′, and *Arnt* reverse, 5′-GCTGTGACCTCTGGATTGTGTTAG-3′; *FosB* forward, 5′-GTGAGAGATTTGCCAGGGTC-3′, and *FosB* reverse, 5′-GTGAGAGATTTGCCAGGGTC-3′; *beta-actin* forward, 5′-GGAGATTACTGCCCTGGCTCCTA-3′, and *beta-actin* reverse, 5′-GACTCATCGTACTCCTGCTTGCTG-3′. The SYBR Green *Premix Ex Taq*™ GC (Takara, RR420A) was employed. The PCR started with 94°C for 5 min, and then continued with 40 cycles of 10 s at 94°C, 20 s at 60°C, and 15 s at 72°C followed by 1 cycle of 30 s at 94°C, 30 s at 55°C, and 30 s at 94°C. Amplification plots and dissociation curves were obtained to analyze PCRs product and confirm amplification specificity. Expression levels of mRNA were determined using the ΔΔCT method. Each sample was tested in triplicate.

### Data analysis

The Expression Console software (Affymetrix, Santa Clara, CA, US) was used to format the raw microarray data. Data pre-processing, including background adjustment, log fold transformation and normalization was completed using the “exon level” option in the software. Moreover, the dataset was normalized using the Robust Multi Array Average (RMA) method to control the inter-array variability. Normalized signal intensities of probes which belong to one transcript of each sample were processed by median for further data analysis. Gene chip and RNA quality were assessed by examining total mRNA expression for each striatum. We have submitted the microarray data to the GEO repository. The GEO accession numbers is GSE93695.

R software was used to screen the differential gene expression transcripts (DETs) among these samples. The adjusted *P* < 0.05 and fold change (FC) ≥ 1.2 or ≤ 0.8333 were used as the cut-off criteria. After getting the DETs, we proceeded with the functional analysis, searching the function and signaling pathway of the genes. In this step, we used the known databases mainly, including DAVID Gene Ontology (http://david.abcc.ncifcrf.gov/). Considering the large amount and complex branch structure of Gene ontology (GO) biological processes, we used a significance threshold *P* < 0.05 for biological process terms.

The co-expression analysis starts by constructing a matrix of pairwise correlations between all pairs of transcripts across samples of LID + PD98059, LID + Vehicle and LID group. We built an unsigned co-expression network with all the 37,177 transcripts in microarray using the Weighted Gene Correlational Network Analysis (WGCNA) package [PMID: 19114008]. GO term enrichment tests were performed for individual gene co-expression modules compared to a background set of all genes expressed in these brain samples using the R packages GOstats (version 2.26.0), biomaRt version (2.14.0), AnnotationDbi (version 1.20.7), and org.Hs.eg.db (version 2.8.0).

To specialize LID + PD98059 from other treatment, unsupervised hierarchical clustering of the candidates in every trait module was performed by bootstrapping analysis using MeV software (http://www.tm4.org/). Bootstrapping analysis provides confidence values for the stability of each cluster derived by hierarchical clustering.

RT-qPCR data were expressed as fold changes in relative gene expression compared with the Normal group using beta-actin levels as an endogenous control. The significance level was set at *p* < 0.05. Data are presented as mean ± SEM.

### Statistics

Data were analyzed using one-way analysis of variance (ANOVA) followed by Tukey HSD or LSD *post-hoc* tests for multiple comparisons between groups, and Student's *t*-test for comparing TH positive neurons in the intact and lesioned side of SN. All statistical analyses were performed in SPSS 21.0 software. The significance level was set at *p* < 0.05. Data are presented as mean ± SEM for behavioral assessments, immunohistochemical count, and blot quantifications.

## Results

### MEK inhibitor attenuated LID

TH immunostaining was used to determine the DA neurons loss in SN following 6-OHDA lesions (Figure 1). DA neurons significantly decreased in the lesioned side (*t* = 23.432, *p* < 0.001 Figure 1D). Chronic L-DOPA administration (12 mg/kg, s.c., once daily for 21 days, Figure 2A) to rats with unilateral nigrostriatal 6-OHDA lesion led to the development of increasingly severe AIMs (axial, orofacial, limb AIMs) and rotation, all reaching a plateau after day 9 (Figure 2B, LID and LID + Vehicle groups). MEK inhibitor PD98059 (1.2 μg, injected into the right lateral ventricle 30 min before L-DOPA on days 10–21) clearly attenuated L-DOPA-induced AIMs after day 13 (Figure 2B). The total ALO (axial, limb and orofacial) scores of each group (LID, LID + Vehicle, LID + PD98059) were 34.40 ± 0.90, 34.30 ± 0.90, 19.80 ± 1.33 on day 17 [Figure 2B, *F*_(2, 39)_ = 62.247, *p* < 0.01], respectively. ALO scores at day 20 were decreased by PD98059 at all time points (35, 70, and 105 min after L-DOPA; Figures 2C,D). In contrast, rotation (contralateral turns) showed little difference among groups (Figure 2E).

The Stepping test showed that L-DOPA could significantly improve motor function of the contralateral forelimb in rats with unilateral nigrostriatal 6-OHDA-lesion (Figures 2F,G). PD98059 did not affect the stepping test scores (Figures 2F,G).

### Effects of MEK inhibitor on the striatal expression of p-ERK1/2, FosB-ΔFosB, and p-H3

L-DOPA administration induced a significant increase in p-ERK1/2 level in the striatum of unilaterally 6-OHDA-lesioned rats (Figures 3A,B, Supplementary Figure 1). And this effect was prevented by the inhibitor of MEK PD98059 [Figures 3A,B, Supplementary Figure 1; p-ERK1/2 vs. ERK1/2, *F*_(4, 15)_ = 6.244 one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group]. The increase of p-ERK1/2 was accompanied by overexpression of ΔFosB that represents a net increase of ΔFosB (Figures 3A,C, Supplementary Figure 1). PD98059 also decreased ΔFosB levels [Figures 3A,C, Supplementary Figure 1; ΔFosB vs. β-actin, *F*_(4, 15)_ = 15.543 one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group]. Furthermore, PD98059 reduced FosB-ΔFosB immunoreactive neurons in the dorsolateral striatum on the lesioned side [Figures 3D,E; *F*_(4, 15)_ = 989.202, one-way ANOVA followed by Tukey HSD *post-hoc* test, *N* = 4/group]. The number of FosB-ΔFosB immunoreactive neurons of LID + Vehicle and LID + PD98059 groups was 176.5 ± 4.3/section and 90.3 ± 2.9/section, respectively (Figures 3D,E). No difference was found between LID + Vehicle and LID groups. Double immunolabeling images of the two molecules exhibited colocalization between FosB-ΔFosB and p-H3 in rats with dyskinesia (Figure 4A). PD98059 reduced the striatal co-expression of FosB-ΔFosB and p-H3 positive cell count [Figure 4B; co-expression of FosB-ΔFosB and p-H3, *F*_(3, 12)_ = 154.413, one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group]. The quantification of neurons with colocalization in LID + Vehicle group and LID + PD98059 group was 49.25 ± 2.136, 21.75 ± 1.493, respectively (Figure 4B). Quantification demonstrated that about 50 and 25% of striatal p-H3 positive neurons co-expressed with FosB-ΔFosB in LID + Vehicle group and LID + PD98059 group, respectively (Figure 4C). P-H3 negative neurons didn't express FosB-ΔFosB (data not shown).

**Figure 3:**
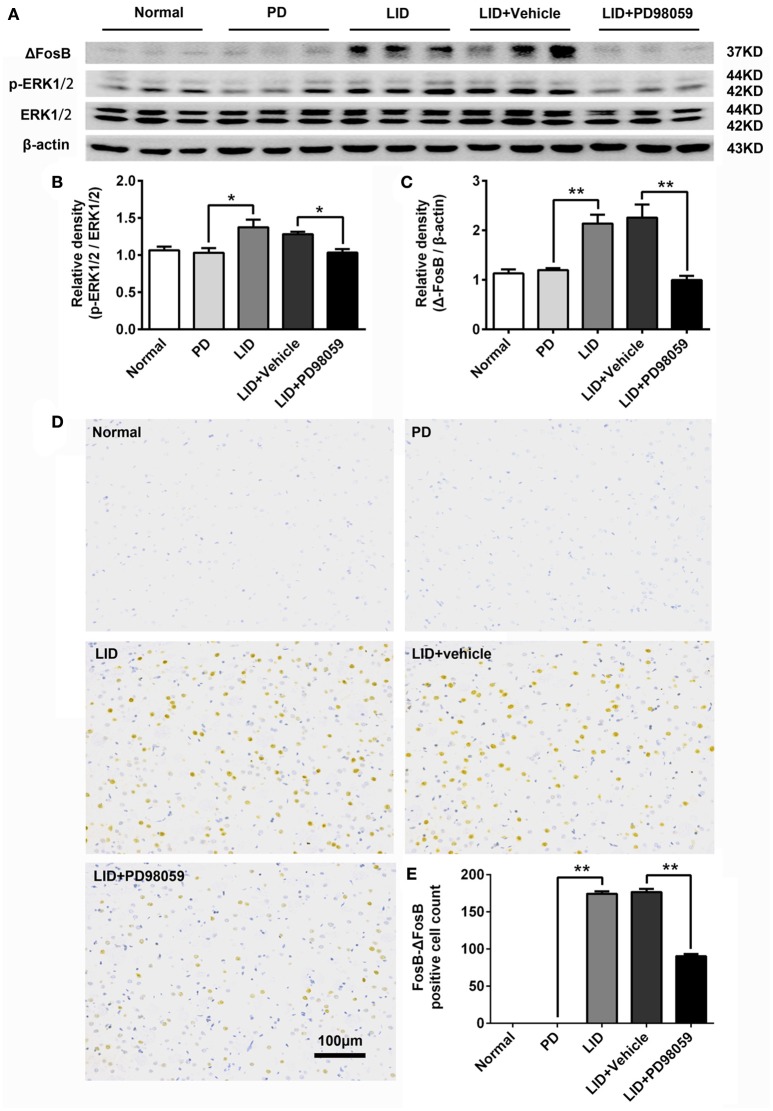
**PD98059 regulates the expression of p-ERK1/2 and FosB-ΔFosB in the striatum. (A)** Levels of ERK1/2, p-ERK1/2, and ΔFosB were relatively quantified in the DA-denervated striatum from each group of rats by Western blotting. **(B,C)** Analysis of differences in p-ERK1/2 vs. ERK1/2 and ΔFosB vs. β-actin in the lesioned striatum from each group. ^*^p < 0.05, ^**^p < 0.01 (one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group). Error bars represent SEM. **(D)** Immunohistochemical images of FosB-ΔFosB in dorsal striatum on the lesioned side from rats of each group (Normal, PD, LID, LID + Vehicle, LID + PD98059). Scale bar is 100 μm. **(E)** Analysis of differences in FosB-ΔFosB positive cells counts in each group. ^**^p < 0.01 (one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group). Error bars represent SEM.

**Figure 4:**
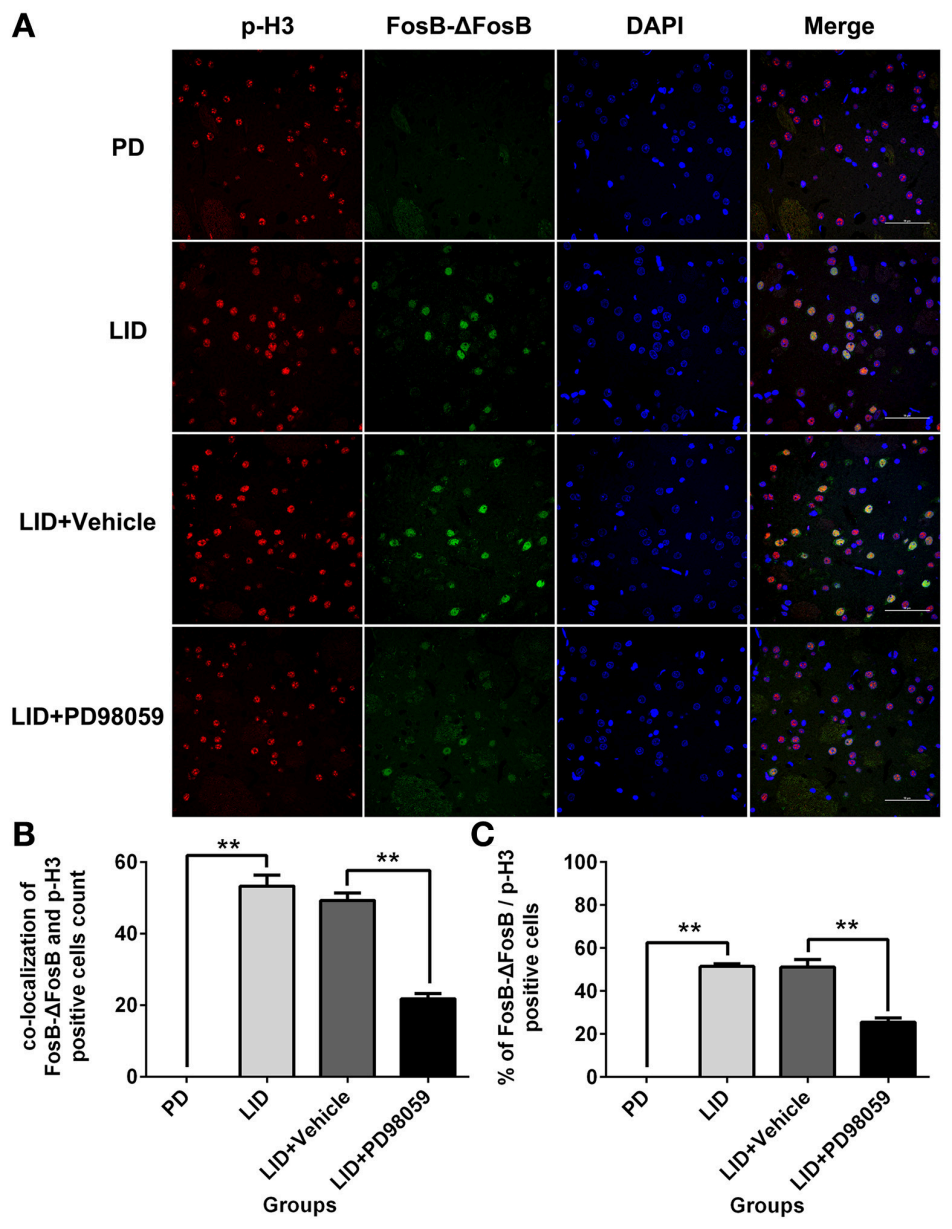
**PD98059 reduces p-H3 and FosB-ΔFosB positively immunoreactive cell counts. (A)** Double immunolabeling images show co-localization between p-H3 and FosB-ΔFosB in the dorsal striatum from each rat group (PD, LID, LID + Vehicle, LID + PD98059). Scale bar is 50 μm. **(B)** Analysis of colocalization of FosB-ΔFosB and p-H3 positive in each group (in an area of 0.05 mm^2^). ^**^p < 0.01 (one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group). **(C)** Percentage of FosB-ΔFosB and p-H3 positive cell count in each group (*N* = 4/group). Error bars represent SEM.

### MEK inhibitor neutralized changes in gene expression associated with LID

#### Genes associated with LID and regulated by MEK inhibitor

Gene expression was compared between the lesioned striatum of rats without L-DOPA treatment (PD group) and that of rats with AIMs after repeated administrations of L-DOPA for 21 days (LID group; ALO AIMs score = 12 at 70 min after L-DOPA). 

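Each of the 5 groups is represented by 3 arrays, 1 array per rat, all of striatum from the lesioned or sham-operated side. The values used here are the log2 RMA signals that the authors deposited for each transcript of the array. Groups were compared with limma, two-sided, with 1 mean per group and a spread shared by all 15 arrays. A transcript passed at an adjusted p under 0.05 with a fold change of at least 1.2 in either direction, and the counts at an unadjusted p under 0.05 with the same fold change stand beside it. Between 3 and 3 rats an exact permutation test cannot give a p below 0.1.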

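Trh, which encodes thyrotropin-releasing hormone, rose from 5.13 ± 0.17 in PD to 8.45 ± 0.18 in LID (mean ± SD of log2 values, n = 3 rats each). Its log2 fold change was 3.32 (SE 0.24, limma, adjusted p = 0.00019), and the call was kept without any 1 of the 6 arrays. The PD level lay under the dim level of 5.85, and with PD set at that level the log2 fold change is at least 2.60. B3gnt5, a glycosyltransferase, rose by 1.77 (SE 0.22, adjusted p = 0.0347) from 4.29 ± 0.08 in PD, which is under the dim level too and leaves a log2 fold change of at least 0.21. The call of B3gnt5 was lost without each of the 6 arrays in turn (adjusted p from 0.0678 to 0.22). Pdyn, the precursor of dynorphin in direct pathway neurons, stood 1.88 higher in LID (SE 0.31) but did not pass (p = 3.72e-05, exact permutation p = 0.1, adjusted p = 0.261). Tnfrsf11b, a decoy receptor of the tumour necrosis factor family, and Stk40, a kinase-like regulator, were 0.95 and 0.71 higher without passing. Among transcripts lower in LID, Hpcal4, a neuronal calcium sensor, went from 9.49 ± 0.12 to 8.56 ± 0.16, and the serotonin receptor gene Htr2a from 8.46 ± 0.21 to 7.61 ± 0.09, neither past the adjusted threshold. With limma, 2 transcripts passed in LID against PD, both higher, and 0 were lower, and the 2 became 1 without PD replicate 1 or 2 or LID replicate 1 or 3. At the unadjusted threshold 1278 were higher and 1719 lower. An unadjusted p under 0.05 alone was reached by 3289 transcripts, where chance would give 1834, and the 2 groups did not overlap for 15.0% of transcripts, against 10% by chance. Other splits of these 6 arrays gave a median of 1383 and at most 2877 transcripts at the unadjusted threshold, against 2997 for the real one. The excess is thus not shown to lie beyond chance.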

Compared with PD group, LID group exhibits 606 up-regulated transcripts and 932 down-regulated transcripts (*p* < 0.05 and fold change ≥ 1.2 or ≤ 0.8333; Figure 5A). These changes in gene expression are caused by L-DOPA treatment and are mainly related to the following functions, response to endogenous stimulus, enzyme linked receptor protein signaling pathway and several others described in Figure 5B (see also Supplementary Table 2 for details).

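Interferon-stimulated genes, which respond to inflammatory signals, differed most in size between LID and PD. All 10 measured were higher in LID, with a median log2 fold change of 1.78 (camera of limma, adjusted p = 3.2e-05, and adjusted p = 0.584 with an estimated correlation between genes), although the LID rats lay far apart (7.47 ± 1.30 against 5.82 ± 0.40 in PD, mean ± SD, n = 3 each). Markers of reactive astrocytes, the glia of injured tissue, were higher for 13 of 13 genes (median 1.15, adjusted p = 6.74e-05, 0.584 with an estimated correlation) and microglia markers for 12 of 14 (median 0.80, adjusted p = 0.00548, 0.715 with an estimated correlation). Neuropeptides had a median of only 0.05 but a mean of 0.38 and were called higher (adjusted p = 0.00548, 0.584 with an estimated correlation), with Scg2, a granule protein, 0.86 higher and past the threshold over the list alone (adjusted p = 0.00394). Trh, with its rise of 3.32, is a member and pulls up that mean. Its value in the paper's supplementary tables had been seen when the list was written. Heat shock proteins, with a median of 0.12, and ERK feedback targets, which ERK activity switches on, with a median of 0.13, were called higher as well (adjusted p = 0.00548 and 0.0274, both 0.584 with an estimated correlation). Circadian clock genes were lower for 10 of 13 (median −0.28, adjusted p = 0.015, 0.584 with an estimated correlation), and the clock repressor Nr1d1 stood 0.66 below PD (adjusted p = 0.00711 over the list alone). Cortical neuron markers were lower for 8 of 8 without a call (median −0.39, adjusted p = 0.0711). Immediate early genes, induced by neuronal activity, were higher for 17 of 27 without a call (adjusted p = 0.167), though Egr3 was 0.96 higher (adjusted p = 0.0221 over the list alone).
The mean log2 fold change of the interferon list was 1.64, and 1.09 without LID replicate 3. That of the microglia markers was 0.71, and 0.35, 1.31 and 0.46 without LID replicate 1, 2 and 3. The microglia call was lost without PD replicate 3 (adjusted p = 0.0866) or LID replicate 1 (0.426), the clock call without LID replicate 3 (0.122) and the heat shock call without LID replicate 2 (0.0619). The ERK feedback call was lost without PD replicate 1 (0.0675), PD replicate 3 (0.0521), LID replicate 1 (0.0503) or LID replicate 2 (0.156). The paper concludes that L-DOPA treatment caused the changes between these groups.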

**Figure 5:**
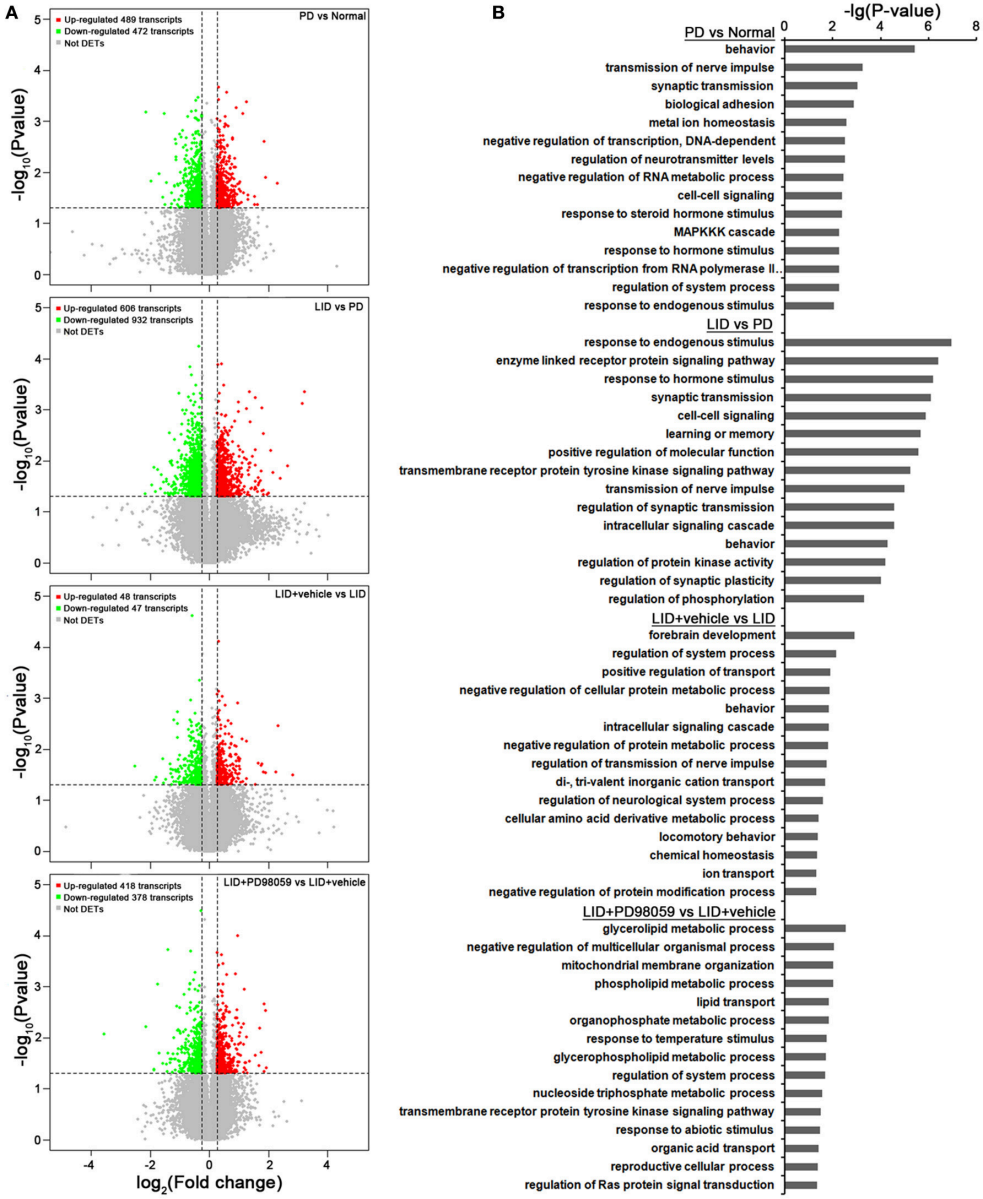
**Microarray analysis. (A)** Gene expression changes induced by each treatment comparing PD vs. Normal, LID vs. PD, LID + Vehicle vs. LID, LID + PD98059 vs. LID + Vehicle (*N* = 3/group; *p* < 0.05, Fold change ≥1.2 or ≤ 0.8333). **(B)** Gene Ontology analysis about the altered genes from the same group comparisons.

In comparison with LID + Vehicle group, LID+PD98059 group exhibits 418 up-regulated transcripts and 378 down-regulated transcripts (*P* < 0.05 and fold change ≥ 1.2 or ≤ 0.8333; Figure 5A). Thus, PD98059 treatment caused large changes in gene expression mainly related to the following functions, negative regulation of multicellular organismal process and several others described in Figure 5B (see also Supplementary Table 4 for details).

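Vgf, a secreted peptide precursor driven by neuronal activity, went from 8.64 ± 0.15 in LID + Vehicle to 7.83 ± 0.39 in LID + PD98059 (n = 3 rats each, log2 fold change −0.81, SE 0.19, limma p = 0.00102, exact permutation p = 0.1). Apold1, an endothelial early-response gene, was 1.03 lower (SE 0.21), Fgf9, a growth factor, 0.65 lower (SE 0.14), and Syt4, a vesicle protein, 0.58 lower (SE 0.14). Igfbp5, a binding protein of insulin-like growth factors, stood higher with PD98059, at 7.69 ± 0.19 against 6.76 ± 0.45, and Psat1, an enzyme of serine synthesis, was 0.56 higher (SE 0.16). None of these passed, and the smallest adjusted p over all transcripts was 0.966. With limma 0 transcripts passed, as with every other test run on all 6 arrays, and 1 passed without LID + Vehicle replicate 1. At the unadjusted threshold 853 were higher and 776 lower with PD98059, and 1070 of them did not overlap between the groups. The share of all transcripts without overlap was 9.16%, where chance gives 10%, and 1866 had an unadjusted p under 0.05, close to the 1834 of chance. Without LID + Vehicle replicate 3 the count at the unadjusted threshold rose from 1629 to 2528.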

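Immediate early genes, transcribed within an hour of neuronal activity, were lower with PD98059 than with vehicle for 25 of 27 genes, with a median log2 fold change of −0.48 (camera of limma, adjusted p = 1.72e-15). Nptx2, which clusters glutamate receptors, and Arc, an effector of synaptic plasticity, were 1.33 and 0.84 lower (each adjusted p = 0.0143 over the list alone). ERK feedback targets, whose transcription follows ERK activity, were lower for 19 of 22 (median −0.38, adjusted p = 3.49e-09), among them the transcription factor gene Egr1 at −0.58 and the ERK-induced Phlda1 at −0.64. Neuropeptides were lower for 20 of 21 (adjusted p = 8.75e-10), including Trh at −0.92 and Inhba, an activin subunit, at −0.99. Values of Trh and some other members in the paper's supplementary tables had been seen when the lists were written. ARNT partners and hypoxia targets were lower for 15 of 20, with a small median of −0.12 (adjusted p = 0.00216). These 4 lists kept their calls without any 1 of the 6 arrays and with an estimated correlation (adjusted p = 0.044, 0.0404, 0.044 and 0.0404). Without LID + Vehicle replicate 1, however, the mean log2 fold change went from −0.50 to −0.24 for immediate early genes and from −0.37 to −0.21 for ERK feedback targets. With that correlation and without LID + PD98059 replicate 1, 2 or 3 the immediate early adjusted p was 0.0603, 0.123 and 0.0828, and the ERK feedback one 0.0527, 0.105 and 0.0828. The neuropeptide call under that correlation was kept only without LID + PD98059 replicate 1 (highest adjusted p = 0.14, without replicate 2) and the ARNT call only without LID + Vehicle replicate 3 (highest 0.105, likewise). Under other splits of these 6 arrays, camera without that correlation called a median of 11 lists, against 13 for the real groups. Its small p-values alone thus do not set the treatment apart from other groupings of the arrays.
Heat shock proteins were lower for 17 of 17 (median −0.29, adjusted p = 8.3e-11, and adjusted p = 0.0571 with an estimated correlation), with the chaperone Dnaja1 at −0.49. Interneuron markers were lower for 9 of 10 (adjusted p = 0.000272, 0.13 with an estimated correlation, 0.0775 without LID + PD98059 replicate 2), with the cholinergic transporter gene Slc18a3 at −0.61, though it lay under the dim level with PD98059. With that group set at the dim level, −0.14 is left for Slc18a3. Glucocorticoid-responsive genes were lower for 9 of 12 (adjusted p = 0.00152, 0.246 with an estimated correlation, 0.694 without LID + Vehicle replicate 2). Reactive astrocyte markers were lower for 12 of 13 (adjusted p = 0.0174, 0.703 with an estimated correlation), a call lost without LID + Vehicle replicate 1 (0.863) or replicate 2 (0.292) and without LID + PD98059 replicate 1 (0.0887) or replicate 3 (0.915). Oligodendrocyte markers were higher for 13 of 13 (median 0.18, adjusted p = 0.00263, 0.633 with an estimated correlation), but not without LID + Vehicle replicate 1 (0.124) or LID + PD98059 replicate 3 (0.226). Ependymal markers, of the ventricle lining, were higher for 5 of 5 (adjusted p = 0.00696, 0.13 with an estimated correlation), but not without LID + Vehicle replicate 1 (0.0636) or replicate 3 (0.135). Only 1 of these 5 lay above the dim level on average, so the list rests mostly on levels not above background. Other mean log2 fold changes also moved by over 1.5 times without 1 array. Heat shock proteins went from −0.35 to −0.23 without LID + Vehicle replicate 2, interneuron markers from −0.31 to −0.14 without LID + PD98059 replicate 2, and glucocorticoid-responsive genes from −0.27 to −0.08 without LID + Vehicle replicate 2 and −0.42 without replicate 3. Reactive astrocyte markers went from −0.54 to −0.09, −0.34 and −1.19 without LID + Vehicle replicate 1, 2 and 3, and to −1.05 and −0.07 without LID + PD98059 replicate 2 and 3. Oligodendrocyte markers went from 0.19 to 0.10 without LID + Vehicle replicate 1, and to 0.32 and 0.09 without LID + PD98059 replicate 2 and 3. Ependymal markers went from 0.25 to 0.15, 0.43 and 0.16 without LID + Vehicle replicate 1, 2 and 3.
The immediate early means of the LID + Vehicle arrays ran from 7.22 to 8.06, while LID + PD98059 stood at 7.05 ± 0.04 and LID at 7.20 ± 0.01 (mean ± SD, n = 3 each). Against LID in place of LID + Vehicle, a comparison added after the means were seen and with rats for which no cannula is stated, immediate early genes were lower for 18 of 27 (adjusted p = 0.023, 0.883 with an estimated correlation), a call lost without LID replicate 1 (0.0772) or 2 (0.0765) or LID + PD98059 replicate 2 (0.125). The paper concludes that PD98059 caused large changes in gene expression.

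**Figure D1:**
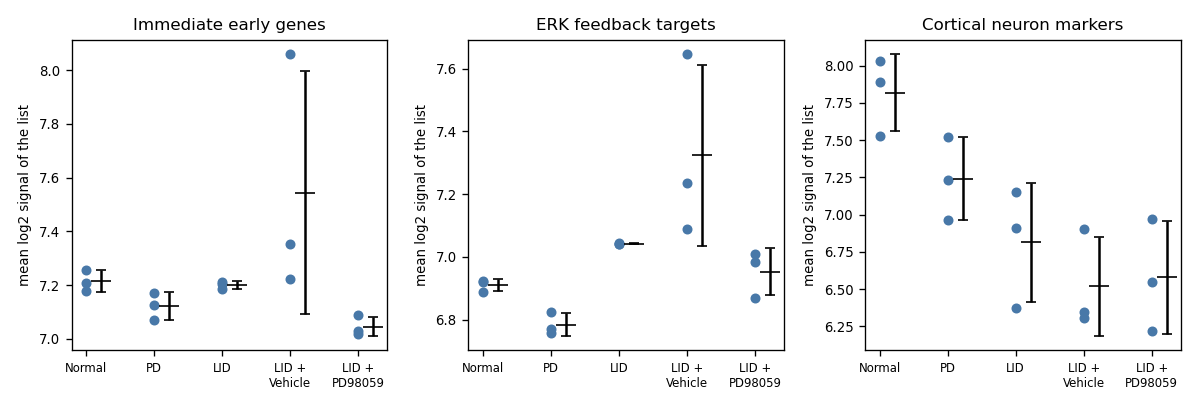
Mean log2 level per array of immediate early genes (left), ERK feedback targets (middle) and cortical neuron markers (right) in the 5 groups. Points are arrays and bars give the group mean ± SD, n = 3. LID + Vehicle is the highest and widest group for immediate early genes at 7.54 ± 0.45, and cortical neuron markers fall from 7.82 ± 0.26 in Normal to 6.52 ± 0.33 in LID + Vehicle.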

Changes in gene regulation between PD and Normal groups and between LID + Vehicle and LID groups were also detected (see Figure 5 and details in Supplementary Tables 1, 3).

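Oligodendrocyte markers, genes of the myelin-forming glia, were higher in PD than in Normal for 13 of 13, with a median log2 fold change of 0.34 (camera of limma, adjusted p = 4.92e-08, and adjusted p = 0.501 with an estimated correlation), and a mean of 0.32 that was 0.21 without Normal replicate 1. Endothelial and pericyte markers were higher for 11 of 11 (median 0.24, adjusted p = 0.000374, 0.501 with an estimated correlation). Indirect pathway markers, of the striatal neurons with enkephalin, were higher for 7 of 8 (median 0.23, mean 0.26, adjusted p = 0.032, 0.677 with an estimated correlation). The indirect pathway call was lost with dim transcripts removed (adjusted p = 0.0923), and with the cortical marker level as a covariate, chosen after the data were seen, the mean was −0.016 (adjusted p = 0.95). Cortical neuron markers, which stand for cortex in a dissected piece, were lower for 7 of 8 (median −0.67, adjusted p = 3.73e-05, 0.465 with an estimated correlation), and ERK feedback targets for 14 of 22 (median −0.05, adjusted p = 0.0172, 0.572 with an estimated correlation). Without PD replicate 1 the endothelial and the ERK feedback calls were lost (adjusted p = 0.0747 for both), and the indirect pathway call was also lost without Normal replicate 2 (0.287, mean 0.13) or PD replicate 2 (0.258). Kcne5, a potassium channel subunit, had the smallest p (6.79 ± 0.10 in PD and 6.10 ± 0.16 in Normal, n = 3 each, p = 5.09e-05, exact permutation p = 0.1). Sparc, a matrix protein, was 0.57 higher, and Nts, which encodes neurotensin, was 1.05 higher (adjusted p = 0.0492 over the list alone). The dopamine neuron factor Pitx3 was 0.35 lower (adjusted p = 0.0113 over the list alone). None passed over all transcripts (smallest adjusted p = 0.784). With limma 0 transcripts passed, as with every other test run on these 6 arrays, or 1 without Normal replicate 1, and at the unadjusted threshold 866 were higher and 714 lower. The groups did not overlap for 10.5% of transcripts, where chance gives 10%.
LID + Vehicle and LID differ in the vehicle infusion and perhaps in the implanted cannula. The cannula is stated for each rat of LID + Vehicle and not for LID. The activity-driven lists that were lower with PD98059 were called higher with vehicle here, but not with an estimated correlation. These lists share members, such as Egr1 in the immediate early and ERK feedback lists. Immediate early genes were higher with vehicle for 24 of 27 (median 0.33, adjusted p = 1.13e-09, 0.165 with an estimated correlation), ERK feedback targets for 19 of 22 (median 0.28, adjusted p = 4.08e-07, 0.0752 with an estimated correlation) and neuropeptides for 20 of 21 (median 0.19, adjusted p = 2.53e-05, 0.215 with an estimated correlation). Without LID + Vehicle replicate 1 their mean log2 fold changes went from 0.34 to 0.09, from 0.28 to 0.12 and from 0.28 to 0.16. ARNT partners and hypoxia targets were higher for 15 of 20 (adjusted p = 0.0019), reactive astrocyte markers for 11 of 13 (median 0.86, adjusted p = 2.72e-05), glucocorticoid-responsive genes for 12 of 12 (adjusted p = 0.000226), heat shock proteins for 15 of 17 (adjusted p = 0.000435) and thalamic and hypothalamic markers for 9 of 12 (adjusted p = 0.00996). With an estimated correlation these 5 lists had an adjusted p of 0.0752, 0.453, 0.242, 0.415 and 0.181, and none was called. Other splits of the LID + Vehicle and LID arrays gave a median of 11 called lists, against 9 for the real one. Of the thalamic and hypothalamic list 4 of 12 genes lay above the dim level on average. The mean log2 fold change of heat shock proteins went from 0.22 to 0.09 and 0.34 without LID + Vehicle replicate 2 and 3, and that of glucocorticoid-responsive genes from 0.28 to 0.09 and 0.43. The mean of reactive astrocyte markers went from 0.93 to 0.48 and 1.58 without LID + Vehicle replicate 1 and 3 and to 0.53 without LID replicate 2, and that of thalamic markers from 0.13 to 0.01 and 0.20 without LID + Vehicle replicate 1 and 2. Without LID + Vehicle replicate 2 the glucocorticoid and heat shock calls were lost (adjusted p = 0.51 and 0.486), and without LID + Vehicle replicate 1 the reactive astrocyte and thalamic calls (0.087 and 0.437). The reactive astrocyte call was also lost without LID replicate 2 (0.113) and the thalamic call without LID replicate 3 (0.111). Ptges, the inducible prostaglandin E synthase, was 0.74 higher with vehicle (SE 0.19, p = 0.0021) and the growth factor gene Fgf2 0.63 higher (SE 0.17, p = 0.00318), each with an exact permutation p of 0.1 and short of the adjusted threshold. With limma and every other test run on all 6 arrays 0 transcripts passed, or 1 without LID + Vehicle replicate 1, and at the unadjusted threshold 680 were higher and 669 lower. The groups did not overlap for 8.01% of transcripts, against 10% by chance. This comparison shares the vehicle arrays with that of LID + PD98059 and LID + Vehicle, and the comparisons of PD with Normal and of LID with PD share the PD arrays.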

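Ubash3b, a phosphatase that damps tyrosine kinase signalling, and Th, of dopamine synthesis, were among the genes higher in LID than in PD and lower with PD98059 at the unadjusted threshold. Map2k6, a kinase upstream of p38, was among those that went down and then up. At the unadjusted threshold of limma 73 transcripts were higher in LID than in PD and lower in LID + PD98059 than in LID + Vehicle, and 65 went the other way. If the 2 comparisons were independent, 27.0 and 40.0 would be expected, a number that leaves out that transcripts vary together between arrays. Another split of the LID + PD98059 and LID + Vehicle arrays gave 422 transcripts with opposite directions, against the 138 of the real one, so the excess is not shown to lie beyond chance. In the same direction stood 21 higher in both, where 29.7 would be expected, and 27 lower in both, where 36.4 would. Since no transcript passed the adjusted threshold with PD98059, none passed it in both. Without LID + Vehicle replicate 3 the 138 transcripts with opposite directions became 211.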

The results obtained from comparison of groups were further analyzed to identify the genes that were regulated by repetitive L-DOPA, and then changed by PD98059. The analysis showed 13 genes that were up-regulated by L-DOPA and down-regulated by PD98059: *Ubash3b, Sik1, Hspa4, Prg4, Agpat9, Tpbg, Hcrtr1, Plaur, Th, Arnt, RGD1564887, Tshz3, Far1* (Figures 6A,B). Additionally, 17 genes were down-regulated by L-DOPA and then up-regulated by PD98059: *Srpk3, LOC100362690, Hook2, Zfp316, Runx1, Mir3550, LOC365559, Ica1l, Map2k6, RGD1562533, Fgfr2, Muc19, Ephb2, Kif6, Cadm2*, and two unnamed transcripts (Figures 6A,B).

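Tpbg, a membrane glycoprotein, stood 0.87 higher in LID than in PD (SE 0.21) and 0.55 lower with PD98059 than with vehicle. Hcrtr1, an orexin receptor, differed by 1.04 and −0.76, Plaur, the urokinase receptor, by 0.60 and −0.75, and Sik1, a kinase induced by cAMP, by 0.39 and −0.48. Ubash3b, which damps tyrosine kinase signalling, differed by 0.55 and −0.57, and Gpat3, the present symbol of Agpat9, a lipid synthesis enzyme, by 0.48 and −0.63. The lubricant protein gene Prg4 differed by 0.46 and −0.45, the transcription factor gene Tshz3 by 0.57 and −0.56, the chaperone gene Hspa4 by 0.25 and −0.29, and Far1, of ether lipid synthesis, by 0.20 and −0.27. RGD1564887, an uncharacterised gene, differed by 0.05 and −0.12. Prg4 lay under the dim level of 5.85 in every group, Th, Hcrtr1 and Gpat3 lay under it in PD, and Hcrtr1 also with PD98059, so these differences are taken against levels not above background. All 13 genes were higher in LID, with a median log2 fold change of 0.48 and 10 at a limma p under 0.05, and all 13 were lower with PD98059, with a median of −0.55 and 11 at that p. LID + PD98059 still lay above PD for 11 of the 13 (median 0.22, 4 at that p). As a list the 13 genes were called in both comparisons (camera, adjusted p = 2.43e-13 and 1.1e-17, and 0.00574 and 0.00183 with an estimated correlation). The genes were picked from these same rats, so the list is not independent evidence, and no member passed over all transcripts in either of these 2 comparisons. In LID + Vehicle over LID, 12 of the 13 were higher (median 0.17, adjusted p = 1.85e-05, 0.0752 with an estimated correlation).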

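Of the 15 named genes 10 could be measured, and LOC100362690, Mir3550, LOC365559, Muc19 and Cadm2 had no transcript of their own by symbol. Map2k6, a kinase upstream of p38, differed by −0.45 between LID and PD and by 0.48 between LID + PD98059 and LID + Vehicle. The splicing kinase gene Srpk3 differed by −0.35 and 0.45, Hook2, a linker to microtubules, by −0.23 and 0.34, and the zinc finger gene Zfp316 by −0.25 and 0.34. Ica1l, of secretory vesicles, differed by −0.39 and 0.25, Mtus2, the present symbol of RGD1562533 and a microtubule protein, by −0.30 and 0.24, the growth factor receptor gene Fgfr2 by −0.13 and 0.20 and the kinesin gene Kif6 by −0.08 and 0.25. Runx1, a transcription factor, and Ephb2, a guidance receptor, went the other way, by 0.16 and −0.37 and by 0.09 and −0.16. Srpk3, Zfp316 and Kif6 lay under the dim level of 5.85 in every group, and Runx1 and Ephb2 in PD. In LID 8 of 10 were lower (median −0.24, 3 at a limma p under 0.05) and with PD98059 8 were higher (median 0.25, 4 at that p). The list was called lower with L-DOPA (camera, adjusted p = 0.014), a call lost with an estimated correlation (adjusted p = 0.481), without PD replicate 3 (0.0521) and without LID replicate 2 (0.0789). It was called higher with PD98059 (adjusted p = 0.000506, 0.044 with an estimated correlation). This list too was picked from the same rats and is not independent evidence.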

**Figure 6:**
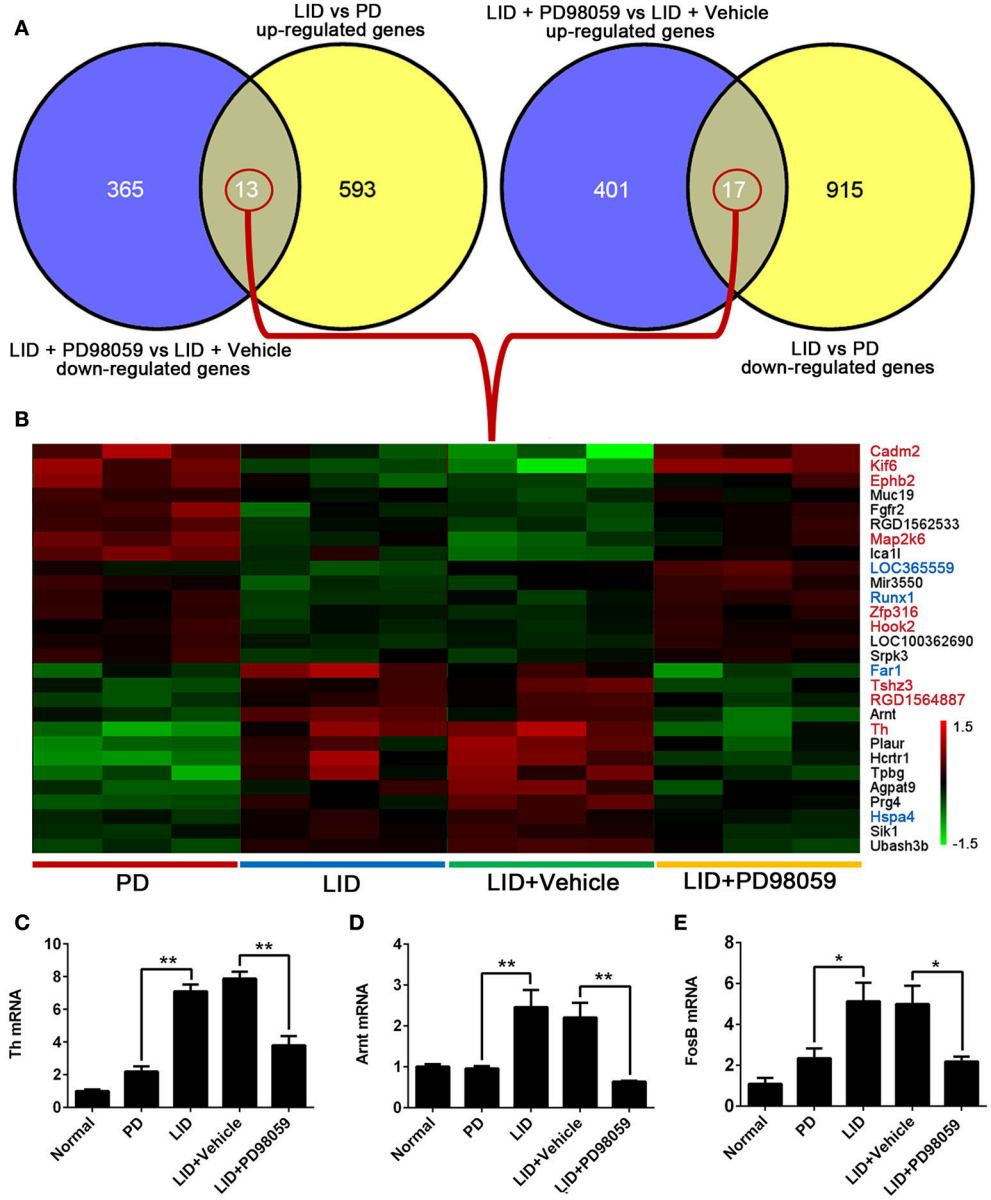
**Genes altered by L-DOPA treatment and responsive to PD98059 treatment. (A)** The number of common genes in opposite trends between LID vs. PD and LID + PD98059 vs. LID + Vehicle (*p* < 0.05, Fold change ≥1.2 or ≤ 0.8333). **(B)** The common genes from the comparison presented in **(A)**. The red and green colors in the heatmap represent up-regulation and down-regulation, respectively. The genes marked with red and blue font in the list represent common genes with red and steel blue module in this figure, respectively. **(C–E)** Changes in *Th, Arnt*, and *FosB* gene expression as detected by quantitative RT-PCR ^*^p < 0.05, ^**^p < 0.01 (one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 3/group).

Changes in *Th, Arnt*, and *FosB* gene expression detected with microarray analysis were verified with quantitative RT-PCR (Figures 6C–E). 

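Th, which encodes the enzyme that makes L-DOPA from tyrosine, was at 5.51 ± 0.42 in PD and 6.69 ± 0.37 in LID (n = 3 rats each), a log2 fold change of 1.18 (SE 0.25, limma p = 0.000433, exact permutation p = 0.1). Its adjusted p was 0.294 over all transcripts and 0.0013 over Th, Arnt and FosB. The paper took up Th and Arnt from these same arrays, so an adjusted p over the 3 genes is not independent evidence. It was at 7.08 ± 0.35 in LID + Vehicle and 6.04 ± 0.36 in LID + PD98059, a log2 fold change of −1.04 (SE 0.25, limma p = 0.00124, exact permutation p = 0.1), with an adjusted p of 0.966 over all transcripts and 0.00186 over the 3 genes. Normal rats stood at 5.58 ± 0.01. Normal and PD both lay under the dim level of 5.85, so these values do not show whether the lesion changed Th, and with PD set at that level the log2 fold change in LID is at least 0.85. Arnt, which encodes the shared partner of bHLH-PAS transcription factors, was at 8.31 ± 0.08 in PD and 8.45 ± 0.04 in LID (log2 fold change 0.15, SE 0.10, limma p = 0.186, exact permutation p = 0.1). Arnt was at 8.50 ± 0.21 in LID + Vehicle and 8.45 ± 0.07 in LID + PD98059 (log2 fold change −0.05, SE 0.10, limma p = 0.614, exact permutation p = 0.7). The paper concludes that L-DOPA raised both genes and PD98059 brought both back. It bases this also on RT-qPCR in other rats and on counts of TH and ARNT positive cells, which the arrays do not measure.

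**Figure D2:**
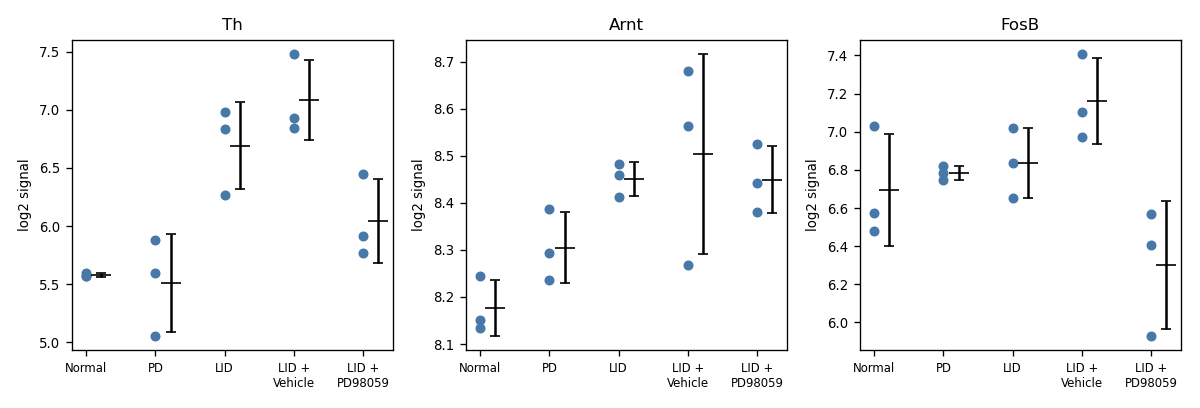
Log2 level of Th (left), Arnt (middle) and FosB (right) per array in the 5 groups. Points are arrays and bars give the group mean ± SD, n = 3. By group mean, Th is highest in LID + Vehicle at 7.08, Arnt lies between 8.18 and 8.50 in every group, and FosB is lowest in LID + PD98059 at 6.30.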

Similar to microarray results, *Th* and *Arnt* were up-regulated by L-DOPA and normalized by PD98059 (*P* < 0.05). Only one of the four probes detecting *FosB* gene (Probe Set ID: 17630237) presented a trend in line with expectations shown in the quantitative RT-PCR result (Figure 6E), namely up-regulated by L-DOPA and down-regulated by PD98059. 

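FosB, the gene of the activity-induced transcription factor whose truncated form builds up in dyskinesia, was at 6.78 ± 0.04 in PD and 6.83 ± 0.18 in LID (n = 3 rats each), a log2 fold change of 0.05 (SE 0.18, limma p = 0.786, exact permutation p = 0.7). It stood at 7.16 ± 0.22 in LID + Vehicle and 6.30 ± 0.33 in LID + PD98059, a log2 fold change of −0.86 (SE 0.18, limma p = 0.000462, adjusted p = 0.00139 over Th, Arnt and FosB, exact permutation p = 0.1). Over all transcripts this did not pass (limma adjusted p = 0.966). From the paper's supplementary values of the 4 FosB probes, the named probe was 0.89 higher in LID than in PD (exact permutation p = 0.1) and the others differed by −0.18, −0.08 and −0.01. The named probe stood at 4.99 in PD, 5.88 in LID and 4.70 in LID + PD98059, so its differences are taken against levels under 5.85, the dim level of the transcript values, and the other 3 probes lay above it. All 4 were lower with PD98059 than with vehicle, by 1.22, 0.47, 1.00 and 1.09, with an exact permutation p of 0.2, 0.2, 0.1 and 0.1. The level of FosB used here followed the median of the paper's 4 probes across arrays (r = 0.964).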

The gene symbol is set as LOC100360880 in the data, and probe details are shown in the Supplementary Table 5.

#### Identification of PD98059-specific coexpression modules

To further identify a hierarchical network view of co-expressed genes across LID+PD98059 group, LID + Vehicle group and LID group subtypes, we applied WGCNA to a dataset containing 3 specimens in each group. All candidates (including protein coding genes and lncRNA) in this dataset were hierarchically clustered under unsupervised average linkage and classified into 45 modules (Figures 7A,B) labeled by color. Each module was comprised of mutually exclusive co-expressed candidates. Candidates with no distinct module assignment were grouped in a gray module by WGCNA. Two of these modules, containing steelblue and red, were identified using any pre-assigned phenotype (GS *P* < 0.05, Figure 7C). The module membership (MM) vs. gene significance (GS) plots for these modules (Figure 7C) showed that MM and GS are highly correlated, indicating that the candidates most significantly associated with the trait are often also the most important (central) elements of the respective module. Following the unsupervised module generation, individual candidate correlations to a specific treatment were quantified by GS. The average GS of all candidates within each module is summarized in Figure 7D. This analysis unveiled positive or negative correlation of certain modules with PD98059 treatment. The steelblue module contained candidates negatively correlated to the PD98059 treatment (Figure 7D). To validate the robustness of the co-expression network as a specific classifier, it was first applied by unsupervised hierarchical clustering bootstrap analysis to the expression value of each sample in a test dataset from which steelblue module were derived, making it a “PD98059-treatment module,” including protein metabolic process and RNA modification terms with GO enrichment analysis (Figure 7E). Similarly, the red module contained candidates positively correlated to the PD98059 treatment (Figure 7D). And the genes in red module were involved in protein deacetylation and ubiquitin-dependent SMAD protein catabolic process (Figure 7E).

**Figure 7:**
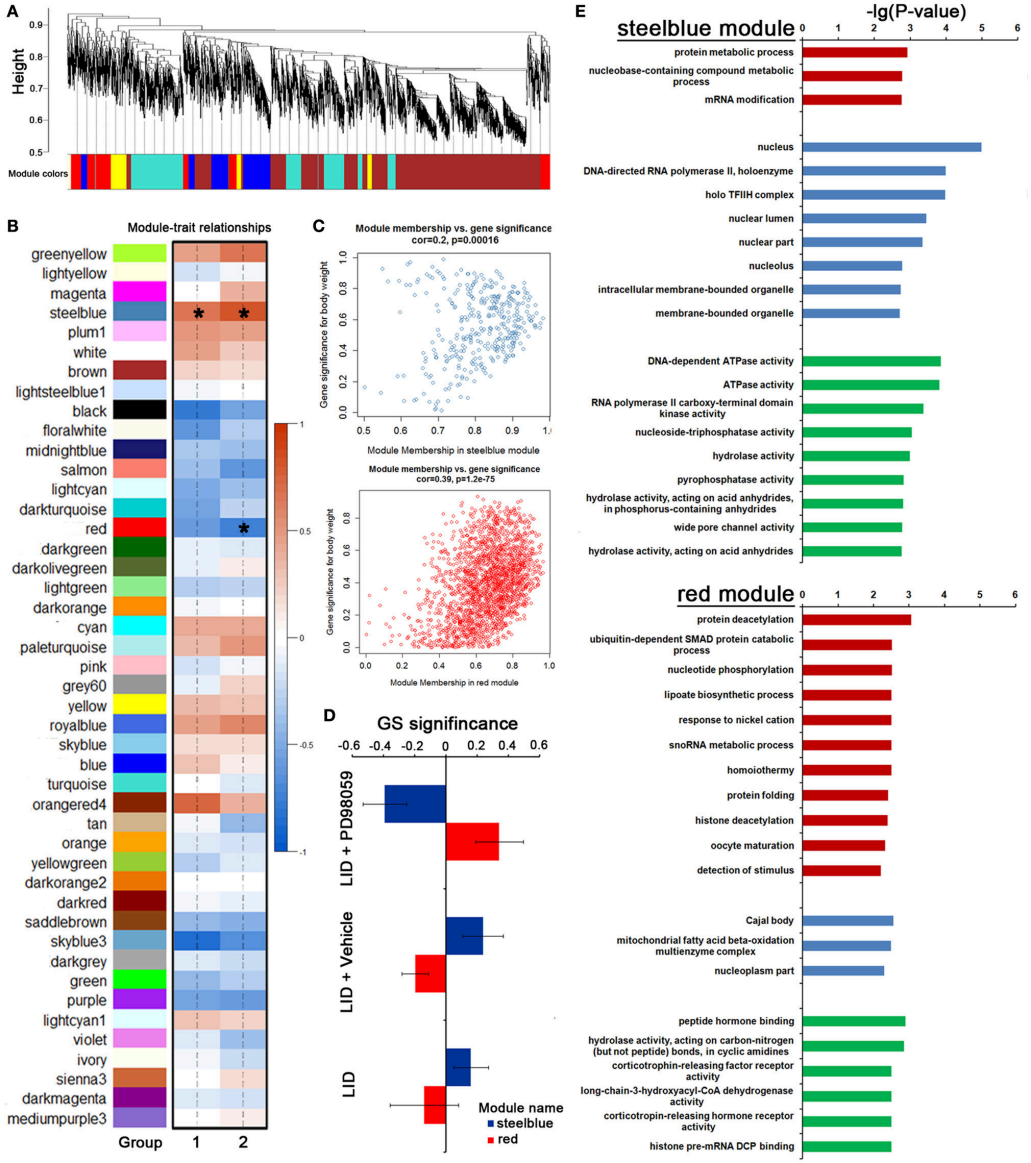
**PD98059-specific co-expression modules across LID+PD98059 group, LID + Vehicle group, and LID groups. (A,B)** All candidates (including protein coding genes and lncRNA) in the dataset (37,177 transcripts in microarray) were hierarchically clustered under unsupervised average linkage and classified into 45 modules labeled by color. **(C)** The module membership (MM) vs. gene significance (GS) plots for steelblue and red module showed that MM and GS are highly correlated (GS *P* < 0.05). **(D)** The steelblue and red module contained candidates negatively and positively correlated to the PD98059 treatment, respectively. **(E)** GO enrichment analysis about transcripts in steel blue and red module (*P* < 0.05).

#### Identification and validation of hub networks of coexpressed genes closely related to PD98059 and LID

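Among the genes named for the modules, Th had the largest difference between LID + PD98059 and the 6 rats of LID and LID + Vehicle together, at −0.84 (SE 0.22, limma, adjusted p = 0.022 over the measured module genes). Far1, of ether lipid synthesis, was 0.25 lower (SE 0.09), Tshz3, a developmental transcription factor, 0.47 lower (SE 0.17), and the zinc finger gene Zfp316 0.35 higher (SE 0.13), each with adjusted p = 0.0473 over these genes, though Zfp316 lay under the dim level in every group. The chaperone gene Hspa4 was 0.22 lower and the microtubule linker gene Hook2 0.33 higher (both adjusted p = 0.0618), and the kinase gene Map2k6 and the kinesin gene Kif6 were 0.32 and 0.25 higher (both adjusted p = 0.111). Runx1 and Ephb2 differed by −0.10 and −0.09 (both adjusted p = 0.689) and RGD1564887 by −0.14 (adjusted p = 0.177). In total 4 of the 11 measured genes passed over this list and 0 passed over all transcripts, where the smallest adjusted p was 0.859. The 4 became 0 without LID replicate 2 or LID + PD98059 replicate 1, 1 without LID replicate 1, LID + Vehicle replicate 2 or LID + PD98059 replicate 2 or 3, 2 without LID replicate 3 or LID + Vehicle replicate 1, and 6 without LID + Vehicle replicate 3. The steelblue genes were 3 of 3 lower with PD98059 than with vehicle (camera, adjusted p = 0.00154, 0.044 with an estimated correlation), while the red genes were split 4 and 4 (adjusted p = 0.977). The genes were chosen from the same 9 rats, so these values are not independent evidence, and the modules were not rebuilt here. The paper proposes that PD98059 and L-DOPA act on these genes.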

Four genes in the steelblue module, namely *LOC365559, Runx1, Far1*, and *Hspa4*, and 9 genes in the red module, namely *Cadm2, Kif6, Ephb2, Map2k6, Zfp316, Hook2, Tshz3, RGD1564887*, and *Th*, were also common specific DETs between LID + PD98059 vs. LID + Vehicle and LID vs. PD (red and blue font, respectively; Figure 6B). This overlap suggests that the genes are crucially regulated by PD98059 treatment and LID. We further analyzed these genes in hub networks of co-expressed genes across transcriptome platforms. There were more than 60 DETs in the steelblue module closely related with *Hspa4* (Figure 8A). There were also many DETs in the hub network of the red module related with *Map2k6, Hook2, Zfp316, Kif6*, and *Th* (Figure 8B). The regulation of these genes may thus be related to LID development.

**Figure 8:**
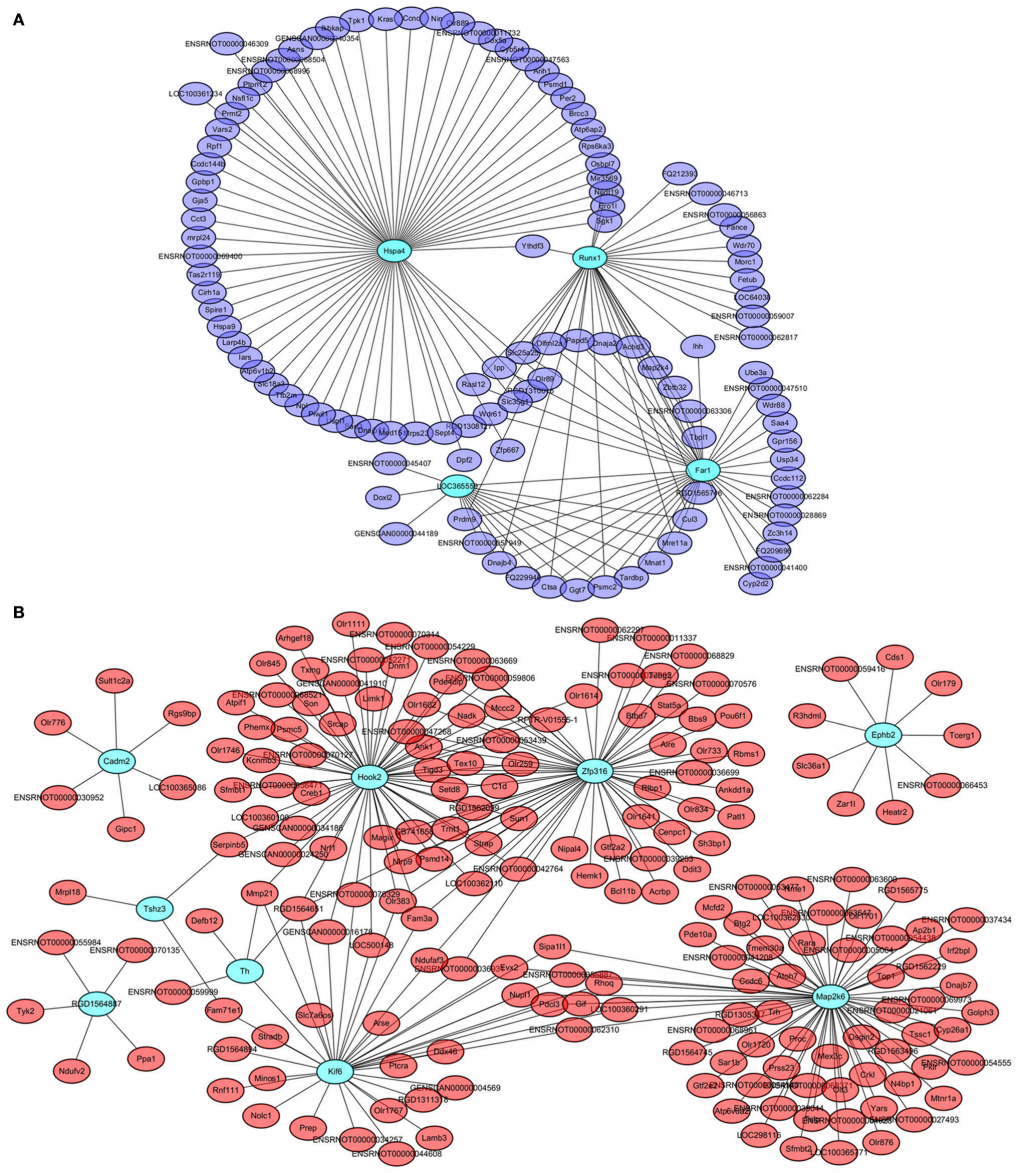
**Hub networks of co-expressed genes closely related to PD98059 and LID. (A)** Hub network of genes correlative with LOC365559, Runx1, Far1, and Hspa4 in the steelblue module. **(B)** Hub network of genes correlative with *Cadm2, Kif6, Ephb2, Map2k6, Zfp316, Hook2, Tshz3, RGD1564887*, and *Th* in the red module.

### Effects of MEK inhibitor on the striatal expression of TH and ARNT

The expression of TH and ARNT was also analyzed using Immunofluorescence (Figure 8). Chronic L-DOPA administration increased the number of TH and ARNT positive neurons in the striatum of 6-OHDA-lesioned rats (Figure 9). This effect was reversed by the inhibitor of MEK PD98059 [Figure 9; TH, *F*_(3, 12)_ = 34.268; HIF-1 β (ARNT), *F*_(3, 12)_ = 28.696; one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group]. No difference was found between LID + Vehicle and LID groups.

**Figure 9:**
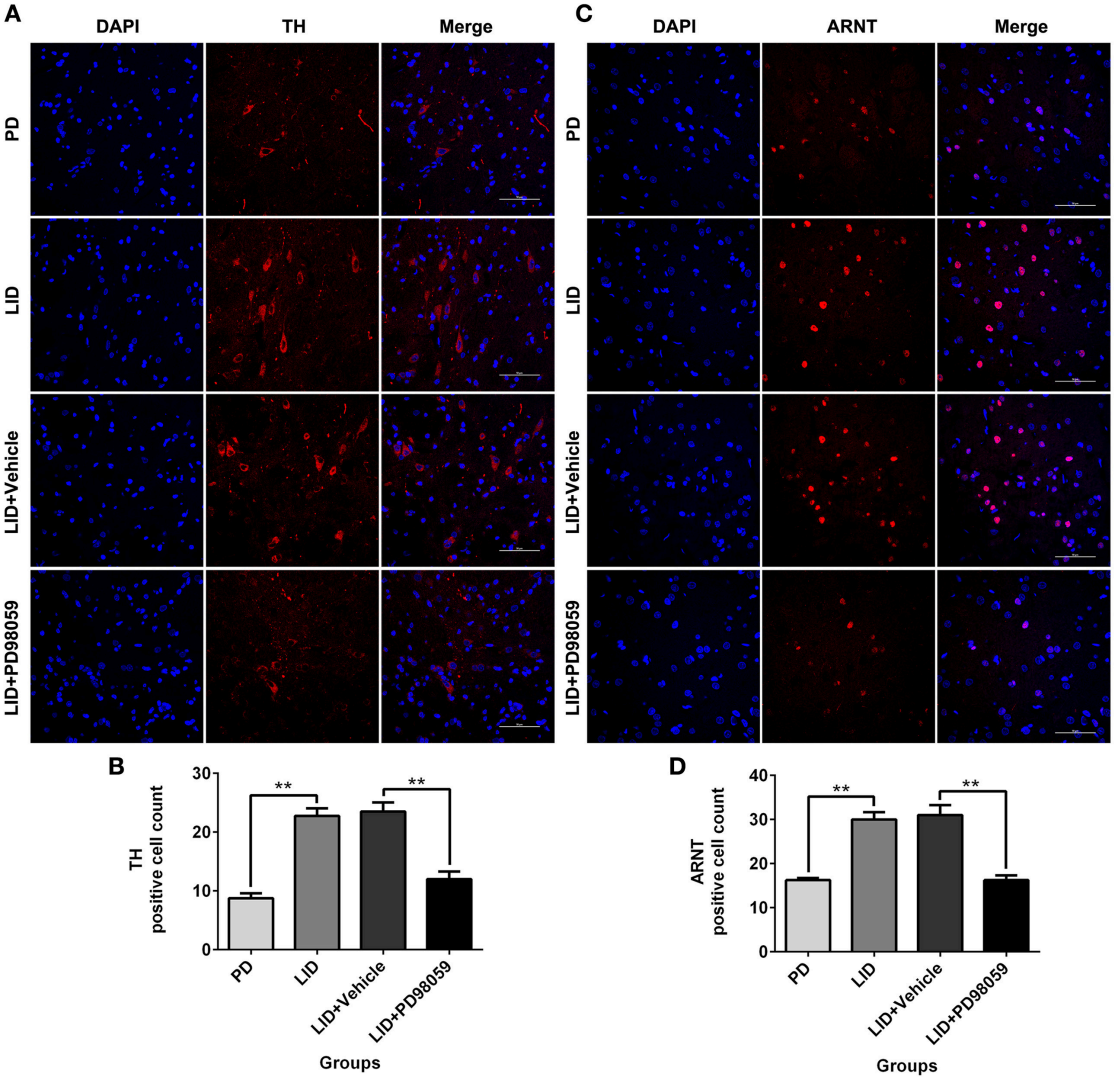
**PD98059 reduces TH and ARNT (HIF-1 β) immunoreactive cells. (A,C)** Examples of immunofluorescent images showing TH and ARNT positive neurons in the dorsolateral striatum. **(B,D)** Analysis of differences in TH and ARNT positive cell counts in each group (an area of 0.05 mm^2^). ^**^p < 0.01 (one-way ANOVA followed by Tukey HSD and LSD *post-hoc* test, *N* = 4/group). Scale bar is 50 μm. Error bars represent SEM.

## Discussion

In this study, we showed that lateral ventricle administration of PD98059, a selective MEK inhibitor, could reduce LID in 6-OHDA-lesioned rats. Axial, limb, and orofacial AIMs scores were significantly decreased since the fourth day of PD98059 administration. In addition, rotational behavior had little changes with the addition of the inhibitor indicating that this agent did not neutralize the antiparkinsonian effect of L-DOPA. These findings are in line with previous results showing that SL327, other MEK inhibitor, could significantly reduce LID in 6-OHDA-lesioned mice (Santini et al., 2007) and definitely confirm the key role of ERK1/2 in the development of rodent LID. As classical inhibitors of MEK, PD98059 was widely used in a variety of experiments. It was proved to be highly effective in preventing the phosphorylation of ERK1/2 that could disrupt drug-paired contextual cue memories (Miller and Marshall, 2005). In this study, the increased striatal phosphorylation of ERK1/2 in hemiparkinsonian rats chronically exposed to L-DOPA could also be largely reversed by PD98059.

One of the most significant results of this study is that the antagonistic effect of PD98059 on LID and p-ERK1/2 was accompanied by other specific molecular changes, particularly the reduction of ΔFosB expression. We have confirmed for the first time that inhibiting the over-activation of ERK1/2 could decrease the accumulation of ΔFosB protein in the striatum. The *FosB* gene is ranked in the first place among 28 genes blocked by SL327, other MEK inhibitor with antidyskinetic effects in mice, which is consistent with the present results showing that MEK inhibitor could reduce the transcription of *FosB* (Charbonnier-Beaupel et al., 2015). However, we found in the microarray results that probes for detecting the *FosB* gene (mRNA Accession: NM_001256509) were probably not perfectly designed, although Affymetrix Genechip Rat Gene 2.0 ST was one of the most advanced whole transcriptome gene chip when we started the study. Only one of the four probes (Probe Set ID: 17630237) presented a trend in line with expectations, namely up-regulated by L-DOPA and down-regulated by PD98059. The gene symbol is set as *LOC100360880* in the data and the probe details are shown in the Supplementary Table 5. Furthermore, we carried out real-time quantitative PCR to detect the *FosB* levels in samples. The change pattern among groups confirmed the result of Probe 17630237.

The transcription factor ΔFosB is a recognized hallmark of LID (Andersson et al., 1999; Tekumalla et al., 2001; Cenci, 2002; Cao et al., 2010). Striatal overexpression of ΔFosB could result in abnormal neuronal electrical properties leading not only to dyskinesia but also to an insensitive response to L-DOPA that can be responsive to selective blockade of the expression of this transcription factor (Engeln et al., 2016). The kinetic profile of ΔFosB likely explains the delayed antidyskinetic effect of PD98059 to the fourth day of treatment. This transcription factor possesses unique stability properties compared with all other Fos family members (McClung et al., 2004; Alibhai et al., 2007; Nestler, 2008, 2015), and this is owned to two contributing mechanisms. First, ΔFosB lacks two critical degron domains, which are associated with ubiquitination and degradation in the C-terminus of full-length FosB and all other Fos family proteins. Second, ΔFosB is modified by some protein kinases at the N-terminus, adding further stability to the protein (Ulery et al., 2006; Gajewski et al., 2009; Ulery-Reynolds et al., 2009; Cates et al., 2014). Therefore, ΔFosB proteins tend to accumulate in neurons, and could persist for several weeks after withdrawal of relevant drug exposure. In this study, AIMs were significantly reduced starting several days after initiating MEK inhibitor treatment, and the ΔFosB level was significantly decreased at the end of the experiment. Further studies are necessary to explore the role of certain kinases that mediate ΔFosB catabolism and the contribution of ERK1/2 in the process.

Our microarray data showed that changes in the expression of a considerable number of genes occur with LID development and can be changed by MEK inhibition. Compared with the normal state, there were a total of 961 transcripts changed as a result of dopaminergic lesion. The regulated genes are related directly to synaptic transmission, nerve impulse conduction, behavior and other functions implying that dopamine depletion causes extensive transcriptional alterations. Furthermore, changes in 1,538 transcripts were involved in the development of LID after chronic L-DOPA treatment, and changes in 796 transcripts were associated with PD98059 treatment. The genes regulated with LID and PD98059 widely participate in transmembrane receptor protein tyrosine kinase signaling pathway, synaptic transmission, synaptic plasticity regulation, Ras protein signal transduction regulation, and other relevant functions. Notably, L-DOPA and PD98059 could affect some of the same GO biological processes. The preliminary analysis of GO biological processes, including enzyme linked receptor protein signaling pathway, synaptic transmission, cell-cell signaling, and learning and memory support that these genes, especially *Hspa4, Map2k6, Hook2, Zfp316, Th*, and likely other genes in the hub networks play important roles in the pathophysiology of LID. We focused on the most significant changes in gene expression occurred with PD98059 treatment. According to the in-depth analysis of the data, we found 13 genes that are up-regulated by L-DOPA and could be neutralized by PD98059, and 17 genes that are down-regulated by L-DOPA and could be normalized by PD98059.

It is important to note that among the 13 genes up-regulated by L-DOPA and neutralized by PD98059, one was the abnormal *Th* expression. Several studies have previously demonstrated that striatal Th-positive neurons are correlated with severity of LID and ΔFosB expression in hemiparkinsonian mice (Darmopil et al., 2008; Charbonnier-Beaupel et al., 2015; Keber et al., 2015). Studies have shown that striatal Th neurons may cooperate with serotonergic terminals synthesizing dopamine and producing supraphysiological synaptic DA concentrations, a mechanism thought to contribute to LID (Keber et al., 2015). However, it was also reported that the striatal Th-positive neurons co-expressed with dynorphin and enkephalin, suggesting that they are medium spiny neurons of the direct and indirect striatal output pathways (Darmopil et al., 2008). Clearly, Th colocalization with dynorphin is coherent with our data and the relation to LID because there is sufficient evidence in support of the direct pathway role in LID mechanisms. Instead, Th colocalization with enkephalin is at odds with the specific association of Th expression with LID mechanisms. It is important to consider that the function of newly developed Th expression in striatal neurons in models of PD is still under poorly understood, and it is possible that Th expression serves different functions including a compensatory mechanism to enhance dopamine actions in both striatal pathways. On the other hand, the use of D1 or D2 receptor knock-out mice demonstrated that D1R, but not the D2R is necessary for L-DOPA-induced expression of striatal Th-positive neurons (Espadas et al., 2012). Although, transgenic models of dopamine receptor KO may undergo different gene regulations with L-DOPA treatment, and here we used wild type animals, the present data also support the link of striatal Th expression to LID. In our study, PD98059 significantly neutralized the abnormal Th expression, which suggests a connection between Th and MEK, and possibly p-ERK1/2. Of interest, p-ERK1/2 could indirectly influence Th expression through regulation of the orphan nuclear receptor Nur-related factor 1(NURR1) because putative ERK1/2 phosphorylation sites were found proximal to the N-terminal AF-1 region of NURR1, and NURR1 directly induces transcription of Th gene in midbrain dopamine neurons of the substantia nigra (Jacobsen et al., 2008). However, we have not found a distinct change in the Nurr1 gene with microarray among the studied groups of rats. Therefore, further work is needed to determine whether the connected regulation of p-ERK1/2-NURR1-Th plays a mechanistic role in LID.

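Nr4a2, the gene of NURR1, had a mean of 9.65 ± 0.16 in Normal, 9.24 ± 0.29 in PD, 8.26 ± 0.92 in LID, 7.60 ± 0.94 in LID + Vehicle and 7.60 ± 0.80 in LID + PD98059 (log2, mean ± SD, n = 3 rats each). LID lay 0.99 below PD without overlap between the groups (SE 0.51, limma p = 0.0771, exact permutation p = 0.1). Cortical neuron markers, which stand for cortex in a dissected piece, had means of 7.24 in PD, 6.81 in LID and 6.52 in LID + Vehicle. Nr4a2 was lower in the 6 rats of LID and LID + Vehicle than in PD by a log2 fold change of −1.31 (SE 0.44), which was −0.35 (SE 0.36) with the cortical marker level as a covariate, chosen after the data were seen. Between LID + PD98059 and LID + Vehicle the log2 fold change was 0.00 (exact permutation p = 1).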

Another regulated gene in relation to LID and PD98059 was *Arnt*, whose official full name is aryl hydrocarbon receptor nuclear translocator. ARNT protein is required for activity of the Ah (dioxin) receptor and the ligand-binding subunit to translocate from the cytosol to the nucleus after ligand binding. Then, the complex initiates transcription of genes. Its heterodimer with HIF1A acts as a transcriptional regulator in response to hypoxia (Mannello et al., 2011; Dela Cruz et al., 2014). It was revealed that ARNT, in concert with neuronal PAS domain protein 1 (NPAS1), negatively modulates the expression of *Th* and that this regulation occurs with NPAS1 directly binding on the *Th* promoter (Teh et al., 2007). However, this is conflicting with our data showing that *Arnt* gene expression correlates with *Th* expression changes associated with L-DOPA and PD98059 treatment, upregulation and suppression, respectively. 

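Npas1, which encodes the neuronal partner of ARNT, lay below the dim level over all arrays (mean 4.81), with 4.84 ± 0.06 in PD, 5.03 ± 0.18 in LID, 4.80 ± 0.03 in LID + Vehicle and 4.73 ± 0.19 in LID + PD98059 (n = 3 rats each). It differed by 0.18 between LID and PD (SE 0.13, limma p = 0.164, exact permutation p = 0.2) and by −0.07 between LID + PD98059 and LID + Vehicle (limma p = 0.592, exact permutation p = 0.7).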

Alternatively, *Th* expression may be induced by other transcription factors, for instance NURR1, and *Arnt* regulation could result from adaptive changes to counteract high *Th* expression.

*Ubash3b* and *Sik1* genes were regulated in parallel to *Th* and *Arnt* in this study. The official full name of *Ubash3b* is ubiquitin associated and SH3 domain containing B. This gene encodes a protein that promotes accumulation of activated target receptors on the cell surface, exhibits tyrosine phosphatase activity, and down-regulates proteins that are dually modified by both protein tyrosine phosphorylation and ubiquitination. One possibility would be that UBASH3B contribute to the accumulation of ΔFosB due to UBASH3B mediated accumulation of activated target receptors. The official full name of *Sik1* is salt-inducible kinase 1. *Sik1* is one of the CREB-target genes. SIK1 induction is thought to act as a negative feedback signal preventing persistent CREB/TORC1-dependent transcription in situations of long-lasting neuronal activity (Hu et al., 2015). It has been shown that Sik1 plays a key role in cocaine addiction (Dietrich et al., 2012), which also shares a mechanism associated with ΔFosB upregulation. *Map2k6* and *Ephb2* are among the 17 genes down-regulated by L-DOPA and up-regulated by PD98059. The official full name of *Map2k6* is mitogen-activated protein kinase kinase 6. MAP2K6 is the activator of p38 MAPK and is involved in synaptic plasticity including cue-induced relapse to heroin seeking, learning and memory (Bolshakov et al., 2000; Fanous et al., 2013). The official full name of *Ephb2* is Eph receptor B2. EphB2 is a member of the EphB family of receptor tyrosine kinases, and could increase synaptic NR1 and NR2B expression, prevent down-regulation of dephosphorylated p38 MAPK and phosphorylated CREB in Aβ1-42 oligomer-treated neurons (Geng et al., 2013). EphB2 is considered a neuroprotective factor for hippocampal neurons with a potential therapeutic role in Alzheimer's disease (Miyamoto et al., 2016). LID is thought to share similar plasticity changes with drug addiction and memory/learning processes. The present study showed that the *Ubash3b, Sik1, Map2k6*, and *Ephb2*, all associated with mechanisms of synaptic plasticity, are regulated by L-DOPA as well as PD98059 treatment.

*Hspa4, Hcrtr1, Fgfr2*, and *Cadm2* are also significantly regulated with L-DOPA and PD98059 treatment. The official full name of *Hspa4* is heat shock protein family A member 4, a member of the heatshock protein (HSP) family 110 (Banduseela et al., 2013). Most HSPs act as chaperones and imperfections in their function can lead to an accumulation of misfolded proteins (Patterson, 2006). HSPA4 has interaction with PD-causing genes, including parkin, DJ-1 and PINK1, although the role of HSPA4 in PD progression and pathogenesis is unclear (van der Merwe et al., 2015). The official full name of *Hcrtr1* is hypocretin receptor 1. HCRTR1 is one of G-protein coupled receptor, and takes part in positive regulation of ERK1/2 cascade and cytosolic calcium ion concentration. The official full name of *Fgfr2* is fibroblast growth factor receptor 2. FGFR2 is an important neurotrophic factor, and may contribute to the development of mesencephalic dopaminergic neurons (Baron et al., 2012). The official full name of *Cadm2* is cell adhesion molecule 2. CADM2 plays an important role for synapse organization, and provides regulated trans-synaptic adhesion (Tanabe et al., 2013). Clearly, a number of other genes could be listed, but these gene regulations need to be investigated in depth to establish their specific relation to behavioral changes and to gain insights into their functional roles.

In conclusion, our results reveal the interplay among p-ERK1/2, ΔFosB, p-H3, TH, ARNT in the mechanisms of LID. Additionally, the series of genes identified in this study are opening new pathways for further insights into the molecular changes associated with LID. Most noticeably are the interrelated regulation of p-ERK1/2-NURR1-TH-ARNT genes and p-ERK1/2-ΔFosB-UBASH3B genes. Further studies of these mechanisms may help identify targets for developing new LID treatments.

## Author contributions

GC collected the data, clustered the literature data, and wrote the paper. SN collaborated in preparation of figures writing the paper. CH and KM collaborated in establishing the model. YX and XC collaborated in writing the paper, supervised the overall work, and revised the paper. ZZ collaborated in referencing the literature and revised the paper. SP advised for data presentation and revised the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Table 1 **Gene list of PD vs. normal**.

Supplementary Table 2 **Gene list of LID vs. PD**.

Supplementary Table 3 **Gene list of LID + Vehicle vs. LID**.

Supplementary Table 4 **Gene list of LID + PD98059 vs. LID + Vehicle**.

Supplementary Table 5 **Data of probes detecting FosB/LOC100360880 gene**.

Supplementary Figure 1 **Additional analysis of ERK1/2, p-ERK1/2, and ΔFosB levels**. ERK1/2, p-ERK1/2, and ΔFosB were relatively quantified in the DA-denervated striatum of the fourth rat from each group by Western blotting to include four independent samples in the analysis.

How the deposited data were processed for this re-analysis (not part of the article)

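The authors deposited log2 values of Affymetrix Rat Gene 2.0 ST arrays, background adjusted, normalized between arrays by RMA and summarised per transcript in Affymetrix Expression Console, whose version is not stated. The table holds 15 arrays with no missing value, and the values were used as deposited without further scaling. The paper describes an exon level option and a median of the probes of a transcript, and the table does not say which level of summary it holds. Analysis was done in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and plots in Python 3.11.15 with matplotlib 3.10.9.

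Groups were compared with lmFit and eBayes of limma without trend, with a mean for each of the 5 groups in 1 fit over all 15 arrays, two-sided, with Benjamini-Hochberg adjustment over all transcripts. The paper's methods name an adjusted p and its results an unadjusted one, so both counts are given. Joined comparisons weigh LID and LID + Vehicle equally. Exact permutation tests ran over all splits of the arrays, two-sided.

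Gene symbols came from the probe table that goes with the series: 18511 transcripts had 1 symbol, 575 had several and 17599 had none. The plan matched the paper's reversal genes by accession, but the table's accession column is empty, so they were matched by symbol. For any other gene the brightest transcript with that symbol alone was taken. A dim level of 5.85 was set at the 95th percentile of 70 olfactory receptor transcripts.

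The genes named in the text were set by rules fixed before the deposited values were seen, although those in the paper's supplementary tables had been. They are every gene the paper names for the arrays, per comparison up to 10 per direction that passed without overlap between the groups, filled to 10 by the smallest unadjusted p above the dim level, and up to 4 members per list with the smallest p over the list alone. Not all genes the rule allows are named.

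The 28 gene lists were written from general knowledge and the paper before the deposited values were seen, though after its supplementary tables had been read. Those tables come from the same rats and hold values of some members, such as Trh, Pdyn, Timp1, Hspb1, Nmu, Pmch and Plaur. The p-values of lists with such members are therefore not fully independent of that reading. They cover immediate early genes, ERK feedback targets, direct and indirect pathway markers, neuropeptides, catecholamine synthesis, ARNT partners and hypoxia targets, dopamine receptor signalling, glutamate receptors, heat shock proteins, glucocorticoid-responsive, circadian clock and interferon-stimulated genes. They also cover markers of astrocytes, reactive astrocytes, microglia, oligodendrocytes, endothelium, interneurons, choroid plexus, ependyma, cortical neurons, thalamus with hypothalamus and blood cells, and the paper's reversal genes in 2 lists, steelblue genes and red genes. Each was tested by camera of limma with a preset correlation of 0.01 over 18166 genes, adjusted over the 28 lists of a comparison, beside camera with an estimated correlation and fry. Several lists share genes, such as Egr1, Vgf and Timp1, so calls of different lists are not separate lines of evidence. Co-expression modules and ontology terms were not rebuilt here.

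With 100 transcripts shifted at each size in 5 simulated data sets, 66.4% to 78% of the shifts of log2 1 and 92.2% to 96% of those of log2 2 were called in a comparison, with 8 to 13 wrong calls per set. A shifted gene list was called in 5 of 5 sets, and of 95 unshifted lists 0 or 1 were called in a comparison. The simulated transcripts varied independently of each other. These sets therefore do not show how the list test behaves where genes vary together, as in the real arrays.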

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

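The tests with an immune or cortical covariate, the correlation of immune with cortical genes, the comparison with LID in place of LID + Vehicle and the use of the fit without LID + Vehicle replicate 1 to test an explanation were chosen after the results were seen, while the fits without single arrays were themselves set before. The immune level of an array is its mean over the microglia and interferon lists. The cortical marker level is its mean over the cortical neuron list.

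Trh and B3gnt5 stood out because they passed between LID and PD, with log2 fold changes of 3.32 and 1.77, although the paper's text does not discuss them. Both lay under the dim level of 5.85 in PD, and with PD set at that level the values are at least 2.60 and 0.21, and at least 2.84 and 0.14 in the joined comparison. The paper's supplementary tables do hold values of Trh and Pdyn, with 1.78 for Pdyn in LID vs PD. Among the genes that passed between the 6 rats of LID and LID + Vehicle and the 3 of PD, 7 values belong to transcripts with 1 gene symbol that the paper's text does not hold, although it discusses dynorphin, which Pdyn encodes. Trh rose by 3.56 (SE 0.21, limma adjusted p = 1.41e-05), and its call was kept in all 9 fits without 1 array (highest adjusted p = 0.000403) and with all 11 other settings on all arrays (highest 0.00864). B3gnt5 rose by 1.70 (SE 0.19, adjusted p = 0.0112), a call lost without any of the 3 PD arrays (highest adjusted p = 0.0874) and in 4 of 10 settings (highest 0.22). Pdyn, the dynorphin precursor, rose by 1.906 (SE 0.26, adjusted p = 0.0452), and was lost in 7 of the 9 fits (highest 0.199), kept without LID + Vehicle replicate 1 or 3, and lost in 5 of 11 settings (highest 0.199), among them the cortical covariate, with 1.33 (adjusted p = 0.1). Stk40, a kinase-like regulator, rose by 0.76 (SE 0.11, adjusted p = 0.0493), and was lost in 7 (highest 0.199), again kept without LID + Vehicle replicate 1 or 3, and lost in 6 of 11 settings (highest 0.261). Ctsk, a lysosomal protease, rose by 0.74 (SE 0.11, adjusted p = 0.0482), and was lost in 8 (highest 0.207), kept without LID + Vehicle replicate 3, and lost in 5 of 11 settings (highest 0.302). Kcnb2, a potassium channel, fell by 0.59 (log2 fold change −0.59, SE 0.09, adjusted p = 0.0493), and was lost in all 9 (highest 0.237) and in 6 of 11 settings (highest 0.214). Spata32, a testis gene under the dim level in every group (mean 4.99), had a log2 fold change of −1.04 (SE 0.13, adjusted p = 0.0273), and was lost in 6 (highest 0.136), kept without LID replicate 2 or LID + Vehicle replicate 1 or 3, and lost in 6 of 10 settings (highest 0.266). A transcript shared by Obp3 and Mup4l4, genes of odorant-binding and urinary proteins, also passed and is not in the paper's text. Named after its values were seen, it lay under the dim level on average, had a log2 fold change of −0.92 (SE 0.13, adjusted p = 0.0452), and was lost in 8 of the 9 fits (highest 0.199), kept without LID + Vehicle replicate 3, and lost in 5 of 9 settings (highest 0.261).

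Immune genes varied between rats of the same group. Interferon-stimulated genes had an SD between arrays within groups of 1.03 on the log2 scale, and microglia markers in LID stood at 8.74 ± 1.05 (n = 3). Scaling between arrays is not settled. The SD was 1.033 before and 1.026 after quantile normalization. The deposited values had already been normalized between arrays by RMA, so this step could change little and cannot decide. A varying share of cortex in the tissue cannot be told apart from variation between rats, since the deviations of interferon and cortical genes gave r = 0.383 (permutation p = 0.277, rho = 0.307, r = 0.406 without the 2 most distant arrays). Infection or injury around the cannula was not tested.

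Immediate early genes were lower with PD98059 than with vehicle, by a mean log2 fold change of −0.50. The immune level of the arrays is argued against, since the mean was −0.49 (SE 0.17) with that level as a covariate. High values of LID + Vehicle replicate 1 as the whole cause are not settled. Without it the mean was −0.24 (SE 0.04), which argues against that cause. That SE comes from the arrays left once the highest one was dropped, so it leaves out the spread that this array adds. A high level of the LID + Vehicle group as the whole cause is not settled. LID + PD98059 also lay below LID, by a mean of −0.15, and the LID arrays (7.18 to 7.21) and the LID + PD98059 arrays (7.02 to 7.09) did not overlap. The spread of these 2 groups gives SE 0.02, which argues against that cause. A spread shared with LID + Vehicle replicate 1 gives SE 0.17, so that the −0.15 lies within its SE of no difference. How much of the difference replicate 1 or the height of the group makes up cannot be told. The −0.24 lies within its SE of the middle between the full difference and none, and the −0.15 lies 0.094 (SE 0.13 from the spread of all 3 groups) from it. An effect of PD98059 remains a hypothesis, and chance between 3 and 3 rats stays open. The cannula, stated for LID + Vehicle and LID + PD98059 and not for LID, bears only on the comparison with LID.

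Cortical neuron markers and Nr4a2 were lower with L-DOPA, by −0.58 on average and by −1.31 between LID with LID + Vehicle and PD. The immune level of the arrays is argued against for the cortical list, whose mean was −0.74 (SE 0.27) with that covariate. With the cortical marker level as a covariate Nr4a2, a transcription factor gene active in cortical neurons, kept −0.35 (SE 0.36). For Nr4a2 less cortex in the tissue pieces and a lower level in striatum cannot be told apart, since the SE is as large as the value.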

How the results depend on the processing

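The immune level and the cortical marker level as covariates were chosen after seeing the data, and all other alternatives in this part were set before. Of 322 alternatives of the 16 counts 257 stayed within 1.5 times, of 539 of the 36 list calls 438 kept direction and side of the threshold, 99 lost the call and 2 reversed, and of 4067 of the 226 gene values 3885 kept both, 111 lost a threshold, 54 gained one and 17 reversed. The cause was not tested except where fewer transcripts or arrays entered. Signal over background limits dim transcripts: 16972 lay above the dim level. Genes below it, such as Kif6, Npas1 and B3gnt5, and the ependymal list have no value with dim transcripts removed. Trh in LID vs PD lost its call with both t-tests (highest adjusted p = 0.362), and B3gnt5 in 4 of 10 alternatives on all arrays (0.00636 to 0.582). Among the genes that passed between LID with LID + Vehicle and PD, the fit of only the groups compared, both t-tests and the cortical covariate ended every call but that of Trh, the replicate block every call but those of Trh and B3gnt5, and the immune covariate those of Stk40, Kcnb2, Spata32, Ubash3b and Gpat3.

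Counts at the adjusted threshold, LID vs PD (2), were 1 with only the groups compared, 1 with dim transcripts removed, 0 with the two-sided t-test, 1 with the one-sided t-test, 5 with the immune level as a covariate, and 1 to 2 without single arrays. For LID and LID + Vehicle vs PD (10) they were 1 with only the groups compared, 16 with trend and robust, 61 with array weights, 19 after quantile normalization, 29 with dim transcripts removed, 40 with only transcripts with 1 gene symbol, 2 with the two-sided and 2 with the one-sided t-test, 16 with the immune and 2 with the cortical covariate, and 1 (without PD replicate 1) to 26 (without LID + Vehicle replicate 3) without single arrays. PD vs Normal, LID + Vehicle vs LID and LID + PD98059 vs LID + Vehicle (0 each) had 0 to 1 without single arrays, and LID + PD98059 vs LID and LID + Vehicle (0) had 0 throughout.

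Counts at the unadjusted threshold fell with dim transcripts removed, only transcripts with 1 gene symbol, and in 3 comparisons the two-sided t-test. PD vs Normal (1580) gave 657 and 709, and 1530 to 1736 without single arrays. LID vs PD (2997) gave 1667, 1542 and 1831, and 2282 to 4295 without single arrays. LID + Vehicle vs LID (1349) gave 499, 547 and 723, and 1410 to 1767. LID + PD98059 vs LID + Vehicle (1629) gave 734, 823 and 866, and 1405 to 2528. LID and LID + Vehicle vs PD (3586) gave 2248 and 2033, 2368 with the immune covariate, and 2740 to 4660. LID + PD98059 vs LID and LID + Vehicle (1549) gave 628 and 631, and 1439 to 2127. Opposite transcripts of LID vs PD and LID + PD98059 vs LID + Vehicle (138) were 84 with only transcripts with 1 gene symbol, 40 with the two-sided t-test, and 100 to 211 without single arrays.

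Gene lists called (36) were 8 with estimated correlation, 9 with fry, and 33 to 41 without single arrays. Of these 36 calls 4 were lost with the immune covariate and 3 with the cortical covariate, besides 1 reversal with each. The calls include those of lists that a covariate is made of, and for these lists that covariate is no check. The 3 calls over Th, Arnt and FosB, of Th in 2 comparisons and of FosB in 1, with none of Arnt, stayed 3 in number. Module genes (4) were 2 with only the groups compared, 1 after quantile normalization, 0 with the two-sided t-test, and 0 to 6 without single arrays. The call of the indirect pathway markers, PD vs Normal, was also lost with dim transcripts removed (adjusted p = 0.0923), of ERK feedback targets, LID vs PD, likewise (0.0983), and of heat shock proteins, LID vs PD, after quantile normalization (0.0671). For LID + PD98059 vs LID + Vehicle, reactive astrocyte (0.0599) and interneuron (0.0567) calls were lost with dim transcripts removed and the ependymal call with array weights (0.093), as was the thalamic call for LID + Vehicle vs LID (0.0994).

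Values reversed as follows. The indirect pathway markers, PD vs Normal, went to −0.016 with the cortical covariate, and microglia markers, LID vs PD, to −0.22 with the immune covariate. The microglia markers are themselves part of the immune level, so the loss of their rise follows from the covariate and says nothing on the call. In LID vs PD, RGD1564887 went to −0.046 with the cortical covariate, Runx1 to −0.30 and Fgfr2 to 0.058 with the immune covariate. Without single arrays in LID vs PD, RGD1564887 ran from −0.051 to 0.128, Runx1 from −0.011 to 0.411, Ephb2 from −0.074 to 0.216 (also −0.013), Kif6 from −0.164 to 0.036 and Fosb from −0.041 to 0.143. Without single arrays in LID + PD98059 vs LID + Vehicle, Arnt ran from −0.172 to 0.034, Ephb2 from −0.299 to 0.011, Npas1 from −0.154 to 0.032 and Nr4a2, at 0.00 with all arrays, from −0.419 to 0.512, and Nr4a2 was −0.097 with the cortical covariate.

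With the replicate number as a block, the adjusted counts were 1 for LID vs PD and 3 for LID and LID + Vehicle vs PD, and the other counts stayed within 1.5 times. The numbers do not pair the arrays: arrays with the same number deviated with a mean r of −0.01, −0.05 and 0.01, against 0.01 for other numbers.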

Differences from the paper's values

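The margin at which 2 log2 fold changes count as different was made stricter after the values were seen. They count as different when their signs differ or their gap exceeds the SD between rats of the 2 groups, so a small gap counts where the rats lie close together and a larger one does not where they lie apart. The paper describes a median of the probes of a transcript, while here 1 transcript was matched by symbol. The 2 sides may thus be unlike measures, which no alternative run here tests. For FosB, 1 of the paper's probes was 0.89 higher in LID than in PD, against 0.051 for the transcript used here.

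For LID vs PD the paper's counts are 606 higher and 932 lower, against 1278 and 1719 here at the unadjusted threshold of its results and 2 and 0 at the adjusted threshold of its methods. For LID + PD98059 vs LID + Vehicle the paper's counts are 418 and 378, against 853 and 776 unadjusted and 0 and 0 adjusted. For PD vs Normal the paper's supplementary tables hold 489 and 472, against 866 and 714 unadjusted and 0 and 0 adjusted. For LID + Vehicle vs LID they hold the paper's 302 and 311, against 680 and 669 unadjusted and 0 and 0 adjusted. A difference of counts closed when the count came within 1.5 times the paper's. Of the 16 alternatives set before the data were examined, none closed an adjusted difference. The unadjusted differences closed with dim transcripts removed, with only transcripts with 1 gene symbol and with the two-sided t-test, and with no other of these alternatives, apart from 2 counts. The lower count of LID vs PD also closed without PD replicate 3 or LID replicate 1, and at 1233 with the immune level as a covariate, chosen after seeing the values, which drops 123 of the 254 lower genes of the paper's table that pass here. The lower count of PD vs Normal closed with trend and robust, with only transcripts with 1 gene symbol, with the two-sided t-test and without Normal replicate 2 or PD replicate 1, but not with dim transcripts removed. Dropping dim transcripts or those without 1 gene symbol leaves fewer to count, which by itself lowers a count. The paper names no test for its counts. The p-values it lists for its FosB probes match one-sided t-tests, and the one-sided t-test closed none of the unadjusted differences.

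Higher with L-DOPA and lower with PD98059 are the paper's 13 transcripts, against 73 here, which none of 22 alternatives set before closed, nor either covariate. Lower with L-DOPA and higher with PD98059 are the paper's 17, against 65 here, which the two-sided t-test closed and the other alternatives did not.

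Log2 fold changes of LID vs PD differ for 11 reversal genes. Ubash3b is the paper's 0.49 and 0.55 here, a gap smaller than the SE of 0.10, closed by array weights, quantile normalization and without PD replicate 2 or 3 or LID replicate 3, and not by the others. Arnt is the paper's 0.77 and 0.15 here, RGD1564887 the paper's 0.60 and 0.048 here, and Far1 the paper's 1.04 and 0.20 here. Runx1 is the paper's −0.48 and 0.16 here, Ica1l the paper's −0.67 and −0.39 here, Map2k6 the paper's −0.73 and −0.45 here, and RGD1562533 the paper's −0.51 and −0.30 here. Fgfr2 is the paper's −0.80 and −0.13 here, Ephb2 the paper's −0.84 and 0.089 here, and Kif6 the paper's −1.06 and −0.082 here. None of the alternatives set before the data were examined closed these 10. With the immune level as a covariate, chosen after seeing the values, Ubash3b was 0.51 and Runx1 −0.30, both within the margin of the paper's values, and the cortical covariate, chosen likewise, closed none.

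Log2 fold changes of LID + PD98059 vs LID + Vehicle differ for 9 of them. Arnt is the paper's −0.69 and −0.054 here, RGD1564887 the paper's −0.45 and −0.12 here, Far1 the paper's −0.66 and −0.27 here, and Runx1 the paper's 0.44 and −0.37 here. Ica1l is the paper's 0.60 and 0.25 here, Ephb2 the paper's 0.55 and −0.16 here, and Kif6 the paper's 1.71 and 0.25 here. None of the alternatives set before closed these 7, and neither covariate, chosen after seeing the values, closed any of the 9. RGD1562533 is the paper's 0.46 and 0.24 here, closed without LID + Vehicle replicate 2 or 3 or LID + PD98059 replicate 1, and not by the others. Fgfr2 is the paper's 0.43 and 0.20 here, closed by array weights, quantile normalization and without LID + Vehicle replicate 3 or LID + PD98059 replicate 1 or 2, and not by the others.

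Over the paper's supplementary tables, matched by symbol, the direction was the same here for 94.1% of 959 genes in LID vs PD (r = 0.801) and 89.2% of 493 in LID + PD98059 vs LID + Vehicle (r = 0.628). In PD vs Normal it was the same for 91.0% of 591 (r = 0.694) and in LID + Vehicle vs LID for 86.9% of 367 (r = 0.613). The paper chose these genes from the same rats, so this is not independent evidence. Only 46.6%, 34.3%, 31.1% and 24.0% of them, in the same order of comparisons, passed the unadjusted threshold here in that direction.

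The paper states that L-DOPA raised Arnt and PD98059 lowered it on the arrays, where neither difference here reached an unadjusted limma p under 0.05 (p = 0.186 and 0.614). It states that Nurr1 did not change clearly. Nr4a2 here was lower in the 6 rats of LID and LID + Vehicle than in PD by 1.31 (SE 0.44, limma p = 0.0113, exact permutation p = 0.0238, adjusted p = 0.313), while none of the paper's 4 comparisons reached an adjusted p under 0.05 for it. The paper did not make this joined comparison. With the cortical marker level as a covariate the value was −0.35 (SE 0.36), so less cortex in the tissue and a lower level in striatum cannot be told apart. It states that only 1 FosB probe fell with PD98059 after a rise with L-DOPA. The FosB level here was 0.051 higher with L-DOPA and 0.86 lower with PD98059. The limma adjusted p of that fall was 0.00139 over Th, Arnt and FosB and 0.966 over all transcripts. Th moved in the direction the paper states in both comparisons.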

Other observations

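The comparison of LID + PD98059 with LID, the lists without single arrays here, the joined comparisons' split counts and the other split counts were chosen after the results were seen.

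Reactive astrocyte markers were higher in the 6 rats of LID and LID + Vehicle than in the 3 of PD for 13 of 13, with a median log2 fold change of 1.31 (camera of limma, adjusted p = 7.53e-09, and adjusted p = 0.269 with an estimated correlation). Lcn2, a secreted iron-binding protein, was 2.90 higher (SE 0.81), Timp1, an inhibitor of matrix proteases, 2.84 (SE 0.59), the small heat shock gene Hspb1 2.13 (SE 0.66) and the astrocyte filament gene Gfap 1.06 (SE 0.33), each past the threshold over the list alone (adjusted p = 0.023, 0.00488, 0.0239 and 0.0239). Lcn2 and Hspb1 lay under the dim level in PD, which leaves at least 2.46 and 1.47. Microglia markers were higher for 13 of 14 (median 0.99, adjusted p = 0.000218, 0.497 with an estimated correlation) and interferon-stimulated genes for 10 of 10 (median 1.49, adjusted p = 0.000129, 0.365 with an estimated correlation). Among neuropeptides, called at adjusted p = 1.88e-05 (0.195 with an estimated correlation) with a median of 0.09 and a mean of 0.52, Scg2 was 0.95 and Vgf 0.78 higher. Trh, at 3.56, pulls up that mean. Immediate early genes were higher for 21 of 27 (median 0.26, adjusted p = 6.06e-05, 0.319 with an estimated correlation), with Egr3, an activity-driven transcription factor, at 1.04 and Sik1 at 0.47. ERK feedback targets were higher for 17 of 22 (median 0.28, adjusted p = 2.54e-05, 0.136 with an estimated correlation), with the phosphatase gene Dusp4, under the dim level in PD, at 0.61 and Plaur at 0.85. Heat shock proteins were higher for 14 of 17 (adjusted p = 2.46e-05, 0.275 with an estimated correlation), with the endoplasmic chaperone Hspa5 at 0.65, and ARNT partners and hypoxia targets for 12 of 20 (adjusted p = 0.0352, 0.136 with an estimated correlation).

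Circadian clock genes were lower for 10 of 13 in this joined comparison (median −0.25, adjusted p = 0.0392, 0.6 with an estimated correlation), with Nr1d1 at −0.68 and Ciart at −0.49, while Bhlhe40 and Cry1 were 0.67 and 0.47 higher. Cortical neuron markers were lower for 8 of 8 (median −0.47, adjusted p = 0.0117, 0.319 with an estimated correlation), with Neurod6, a transcription factor of cortical projection neurons under the dim level in both groups, at −1.03. Without single arrays the cortical call was lost without PD replicate 1 (adjusted p = 0.105) or LID + Vehicle replicate 3 (0.0506), the clock call without PD replicate 2 (0.1) or LID replicate 3 (0.108), and the ARNT call without PD replicate 2 (0.175), LID replicate 1 (0.0653) or 2 (0.0849) or LID + Vehicle replicate 2 (0.0549). The mean of immediate early genes went from 0.25 to 0.12 without LID + Vehicle replicate 1. The paper's 13 genes raised by L-DOPA were called (adjusted p = 5.17e-17, 0.00215 with an estimated correlation), and those lowered by it and the steelblue genes too (each 0.00458, 0.136 with an estimated correlation), though these were chosen from the same rats. Th was 1.38 higher (SE 0.22, limma adjusted p = 0.0579, exact permutation p = 0.0119), or at least 1.04 with PD set at the dim level, and Ubash3b and Gpat3 passed at 0.67 and 0.76 (adjusted p = 0.0273 and 0.0493). Gpat3 lay under the dim level in PD too, which leaves at least 0.63. Ubash3b and Gpat3 lost the call in most fits without 1 array, 7 and 8 of 9 (highest adjusted p = 0.139 and 0.168), and in 6 of 11 settings on all arrays (highest 0.225 and 0.386). In all 7 transcripts were higher and 3 lower at the adjusted threshold, and 1539 and 2047 at the unadjusted one. Without each of the 3 PD arrays, the 3 LID arrays or LID + Vehicle replicate 2 the count of 10 was between 1 and 3, and it was 26 without LID + Vehicle replicate 3.

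With PD98059 against LID and LID + Vehicle together, immediate early genes were lower for 26 of 27 (median −0.33, adjusted p = 3.37e-09), heat shock proteins for 17 of 17 (adjusted p = 2.54e-08), neuropeptides for 20 of 21 (adjusted p = 1.13e-06) and ERK feedback targets for 19 of 22 (adjusted p = 3.92e-05). Each of these 4 had adjusted p = 0.118 with an estimated correlation. Fosb was 0.70 lower (SE 0.16, limma p = 0.000797, exact permutation p = 0.0119) and Egr3 0.72 lower (SE 0.19). Interneuron markers were lower for 9 of 10 (adjusted p = 0.00154, 0.195 with an estimated correlation), ependymal markers, most of them under the dim level, higher for 5 of 5 (adjusted p = 0.00454, 0.118 with an estimated correlation) and oligodendrocyte markers for 13 of 13 (adjusted p = 0.0061, 0.675 with an estimated correlation). Without LID + Vehicle replicate 1 the mean went from −0.33 to −0.20 for immediate early genes and from −0.23 to −0.15 for ERK feedback targets, and without LID + PD98059 replicate 2 from −0.34 to −0.21 for neuropeptides. The interneuron mean went from −0.23 to −0.07 without LID + PD98059 replicate 2, where the call was lost (adjusted p = 0.337), and to −0.35 without replicate 3. The oligodendrocyte mean went from 0.15 to 0.28 and 0.05 without LID + PD98059 replicate 2 and 3, and its call was lost without replicate 3 (0.452), LID + PD98059 replicate 1 (0.0557), LID replicate 3 (0.0895) or LID + Vehicle replicate 1 (0.053). The reversal lists (adjusted p = 4.4e-15 and 0.000451, with an estimated correlation 0.00352 and 0.118) and the steelblue genes (0.0107 and 0.118, and 0.0951 without LID + PD98059 replicate 3, where the mean went from −0.19 to −0.13) were chosen from the same rats. With limma and each alternative run 0 transcripts passed, and 862 were higher and 687 lower at the unadjusted threshold.

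Against LID alone, LID + PD98059 had lower heat shock proteins (14 of 17, adjusted p = 0.00287, 0.883 with an estimated correlation), with a mean of −0.13, or −0.09 without LID + PD98059 replicate 3. Interferon-stimulated genes were lower for 10 of 10 by a median of 0.82 (adjusted p = 0.0221, 0.883 with an estimated correlation), but the arrays of LID (7.47 ± 1.30) and LID + PD98059 (6.65 ± 1.30) overlapped. Their mean of −0.81 went to −0.65, −1.53 and −0.26 without LID replicate 1, 2 and 3, and to −0.44, −1.56 and −0.43 without LID + PD98059 replicate 1, 2 and 3. The interferon call was lost without LID replicate 1 (0.114) or 3 (0.467) or LID + PD98059 replicate 1 (0.295) or 3 (0.269). Neuropeptides were lower for 17 of 21 and ependymal markers, most of them under the dim level, higher for 5 of 5 (both adjusted p = 0.023, 0.883 and 0.506 with an estimated correlation). The neuropeptide mean went from −0.20 to −0.32 and −0.07 without LID + PD98059 replicate 1 and 2, and the call was lost without LID + PD98059 replicate 2 (0.66) or LID replicate 1 (0.0832) or 2 (0.117). The ependymal call was lost without LID replicate 2 (0.053) or 3 (0.0805) or LID + PD98059 replicate 1 (0.0625) or 2 (0.125). Fosb was 0.53 lower (SE 0.18), Th 0.65 lower (SE 0.25) and Sik1 0.30 lower (SE 0.11), without a test over all transcripts. Of the 13 other genes looked at here, all chosen after the list means were seen, none reached an unadjusted limma p under 0.05. Npas4, Nr4a1 and Junb were 0.49, 0.08 and 0.06 higher, Arnt differed by −0.0016, and Nr4a2, Inhba, Nptx2, Trh, Vgf, Fos, Arc, Egr1 and Pdyn were lower.

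Some lists were called in no comparison. Their smallest adjusted p over the 6 comparisons was 0.069 for astrocyte markers, 0.102 for the red genes, 0.147 for glutamate receptors, 0.238 for dopamine receptor signalling, 0.462 for choroid plexus, 0.467 for catecholamine synthesis, 0.621 for blood cells and 0.694 for direct pathway markers.

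Between 3 and 3 arrays only 10 splits exist, too few for a share under 0.05. In PD vs Normal the real adjusted, unadjusted and list counts were 0, 1580 and 5, with 0, 1744 and 8 as the highest of other splits. In LID vs PD they were 2, 2997 and 9, with 0, 2877 and 7. In LID + Vehicle vs LID they were 0, 1349 and 9, with 0, 3931 and 14. In LID + PD98059 vs LID + Vehicle they were 0, 1629 and 13, with 23, 3953 and 14. For opposite transcripts they were 138 and 422. The median list count of the other splits was 3, 4, 11 and 11, in the same order of comparisons. The split with 23, 3953 and 422 sets LID + Vehicle replicates 1 and 2 and LID + PD98059 replicate 2 apart, and points to a structure of the arrays other than the treatment.

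Between LID with LID + Vehicle and PD 84 splits exist, with the 6 rats as 1 group. An adjusted count as large as the real 10 came from 2 of the 84, the real split included (highest other 15). For the unadjusted count of 3644 it was 3 (highest other 4867), and for the 13 lists 10 (highest other 15). Since several counts were tested and other splits gave more, chance is not excluded for any of them. The adjusted count of 15 and the 4867 both came from LID replicates 1 and 3 and LID + Vehicle replicate 1 against the rest, so the real groups do not give the highest counts. Between LID + PD98059 and LID with LID + Vehicle chance cannot be excluded for the counts of 0 (highest other 452), 1546 (highest other 4395) and 10 lists (highest other 17). The 452 came from LID replicate 3, LID + Vehicle replicate 1 and LID + PD98059 replicate 2 against the rest, which points to a structure of the samples. The first principal component of the deviations within groups held 26.4% of the variance.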
